# Antigen presentation and interferon signatures in B cells driven by localized ablative cancer immunotherapy correlate with extended survival

**DOI:** 10.7150/thno.65773

**Published:** 2022-01-01

**Authors:** Kaili Liu, Ashley R. Hoover, Jason R. Krawic, Christa I. DeVette, Xiao-Hong Sun, William H. Hildebrand, Mark L. Lang, Robert C. Axtell, Wei R. Chen

**Keywords:** Single-cell RNA sequencing, B cell activation, localized ablative immunotherapy, N-dihydrogalactochitosan, breast cancer

## Abstract

**Rationale:** B cells have emerged as key regulators in protective cancer immunity. However, the activation pathways induced in B cells during effective immunotherapy are not well understood.

**Methods:** We used a novel localized ablative immunotherapy (LAIT), combining photothermal therapy (PTT) with intra-tumor delivery of the immunostimulant N-dihydrogalactochitosan (GC), to treat mice bearing mouse mammary tumor virus-polyoma middle tumor-antigen (MMTV-PyMT). We used single-cell RNA sequencing to compare the transcriptional changes induced by PTT, GC and PTT+GC in B cells within the tumor microenvironment (TME).

**Results:** LAIT significantly increased survival in the tumor-bearing mice, compared to the treatment by PTT and GC alone. We found that PTT, GC and PTT+GC increased the proportion of tumor-infiltrating B cells and induced gene expression signatures associated with B cell activation. Both GC and PTT+GC elevated gene expression associated with antigen presentation, whereas GC elevated transcripts that regulate B cell activation and GTPase function and PTT+GC induced interferon response genes. Trajectory analysis, where B cells were organized according to pseudotime progression, revealed that both GC and PTT+GC induced the differentiation of B cells from a resting state towards an effector phenotype. The analyses confirmed upregulated interferon signatures in the differentiated tumor-infiltrating B cells following treatment by PTT+GC but not by GC. We also observed that breast cancer patients had significantly longer survival time if they had elevated expression of genes in B cells that were induced by PTT+GC therapy in the mouse tumors.

**Conclusion:** Our findings show that the combination of local ablation and local application of immunostimulant initiates the activation of interferon signatures and antigen-presentation in B cells which is associated with positive clinical outcomes for breast cancer. These findings broaden our understanding of LAIT's regulatory roles in remodeling TME and shed light on the potentials of B cell activation in clinical applications.

## Introduction

A major challenge in cancer treatment is the failure of the host to detect and destroy tumor cells 1, 2. Breast cancer is a major worldwide health burden coupled with growing prevalence of malignancy-related mortality 3, 4. Its progression involves complicated biologic processes, which are not only controlled by genetic abnormalities but also by the interactions within the tumor microenvironment (TME) including the immune cells, extracellular matrix, surrounding blood vessels and stromal cells 5. Although tumor-infiltrating lymphocytes (TILs), as an important component of immune cells in the breast cancer niche, have been widely studied 6, there is still no broadly effective therapy for breast cancer 7, 8.

A localized ablative immunotherapy (LAIT) was developed based on the strategy of combining local photothermal therapy (PTT) with intra-tumor delivery of an immunostimulant 9. Targeting primary tumors with LAIT may represent a viable solution for metastatic cancers due to its capacity to induce systemic, long-term antitumor immunity 9. The LAIT combination therapy serves two major purposes. PTT disrupts target tumor homeostasis and releases tumor antigens 10, 11 while the immunostimulant enhances pro-inflammatory responses in the presence of released tumor antigens 12-15. In preliminary clinical studies of patients with metastatic, treatment-recalcitrant breast cancer and melanoma, LAIT successfully reduced and, in many cases, eliminated the treated primary tumors and untreated metastases in the lungs 16-18. The promising outcomes observed in our clinical studies prompted us to determine the underlying mechanism by which LAIT achieves effective antitumor immunity.

T and B cells play important roles in the local environment of solid tumors. While T cells have been widely investigated and therapeutically targeted for cancer treatment 6, the functions of B cells in cancer therapy have not been sufficiently evaluated. Tumor-infiltrating B cells (TIBs) are an important component of adaptive immunity and participate in both humoral and cellular immunity with diverse functions. TIBs have been reported to play both immunopotentiating and immunosuppressing roles in breast cancer 19, 20. The subtypes and mechanisms of B cells in the TME of breast cancer and how they interact with tumor cells and other stromal cell types remain largely unknown. Therefore, a comprehensive characterization of the immunological landscape of breast cancer, including the composition and roles of B lymphocytes, is essential for understanding immune mechanisms, identifying novel biomarkers and designing therapeutic strategies.

In this study, we treated murine breast tumors with LAIT, in which PTT was achieved by laser and N-dihydrogalactochitosan (GC) was used as the immunostimulant. We investigated the responses of TIBs in PTT, GC and PTT+GC treated mouse mammary tumor virus-polyoma middle tumor-antigen (MMTV-PyMT) tumors. PTT+GC significantly extended the survival of tumor-bearing animals. Using single-cell RNA sequencing (scRNA-seq), we performed clustering analyses to identify B cell subtypes in tumors after different treatments. We also identified differential gene expression (DGE) patterns by comparing individual treatment groups with untreated controls using gene functional enrichment methods. We observed that PTT, GC and PTT+GC enhanced the proportion of TIBs and stimulated gene expression signatures related to B cell activation. Both GC and PTT+GC elevated gene expression associated with antigen presentation, whereas GC elevated transcripts that regulate B cell activation and GTPase function and PTT+GC induced interferon response genes. Trajectory inference revealed that both GC and PTT+GC induced the differentiation of B cells from a resting state toward an effector phenotype along the pseudotime progression. The analyses also confirmed upregulation of interferon signatures in tumors treated by PTT+GC but not by GC in the differentiated B cells. Moreover, we discovered that breast cancer patients had significantly extended overall survival if they had elevated expression of genes that were induced by PTT+GC therapy in the mouse tumors. Our findings show that LAIT initiates the activation of interferon signatures and antigen-presentation in B cells which is positively associated with favorable clinical outcomes for breast cancer.

## Results

### PTT+GC therapy extends the survival of mice bearing MMTV-PyMT breast tumors and increases the proportion of tumor-infiltrating B cells

The therapeutic effects of LAIT (PTT+GC in this study) on breast tumors were determined using the MMTV-PyMT transgenic tumor model. Spontaneous MMTV-PyMT tumor cells were isolated from MMTV-PyMT transgenic mice as previously described 21 and were injected into the mammary fat pad of wild type female FVB mice (Figure S1A). When tumors reached a volume of ~0.5 cm^3^, mice were separated into four treatment groups: Untreated controls (CTRL), PTT alone, GC alone, and PTT+GC. Treated animals were monitored for up to 60 days following treatment and euthanized when tumors reached ethical endpoints. PTT+GC significantly reduced tumor growth and increased the survival time compared to other groups, whereas PTT or GC alone had no statistically significant effect on changes of tumor size (Figure 1A) or survival (Figure 1B) compared with CTRL.

As shown in Figure 1A, the tumor size in the group of PTT+GC experienced statistically significant reduction when compared with CTRL at day 10. Day 10 was also a time point when untreated tumor-bearing mice in CTRL group started to die as time proceeds. The mice survival status differences among different group allowed us to infer that, at day 10, the immunologically cellular and molecular responses have affected the tumor size and animal survival. 

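Live CD45+ cells sorted from MMTV-PyMT tumors, mammary tumors driven by the polyoma middle T antigen, were sequenced as single cells. PTT heated the tumor with a near-infrared laser, and GC, an N-dihydrogalactochitosan, was injected as an immunostimulant. The cells of 4 mice were used in each of the 4 groups, and each group had 2 libraries. The authors counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger 3.1.0 and deposited whole-number counts without normalization. The CTRL libraries held 102704638 and 78368876 UMIs in 6982 and 5670 barcodes, with medians of 12714.5 and 8111 UMIs per barcode. In the PTT libraries, 96688767 and 103706213 UMIs were counted in 7065 and 8673 barcodes (medians 10675 and 7068). The GC libraries held 52783259 and 81654371 UMIs in 5952 and 7741 barcodes (medians 6550.5 and 7165). For PTT+GC, 53157551 and 102660947 UMIs lay in 5745 and 8565 barcodes (medians 6267 and 7942).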

To assess changes in numbers and gene expression profiles in TIBs, we collected tumors 10 days after treatment. Cells were prepared as described in methods section and subjected to scRNA-seq analysis, following the workflow depicted in Figure S1B. 

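The paper's Results give 10 days between treatment and collection, and the sample labels and the Discussion give 9 days. From the authors' counts, genes found in at least 5 barcodes were kept, and barcodes with 800 to 6000 genes and at most 10% mitochondrial UMIs, the limits of the paper's Methods. The gene minimum removed 1586 barcodes of PTT+GC library 2 and between 332 and 828 of each other library. Log-normalized counts of the 2000 most variable genes were reduced to 30 principal components and clustered in Seurat 5.3.0 at resolution 0.5, without integration of the libraries. Clusters were named by marker genes chosen before the data were examined, so that B cells here are B-like cells, called by their RNA. For tests of gene expression, the UMIs of the B-like cells were summed within each library, and the 8 libraries were the replicates. Over the genes tested, the sums held 63454 and 3117199 UMIs in CTRL, 4085025 and 8562401 in PTT, 3793774 and 14325478 in GC, and 4997313 and 205091 in PTT+GC. They were scaled by edgeR's TMM method and tested in edgeR 4.0.16 with its quasi-likelihood test and Benjamini-Hochberg adjustment over 10129 genes. Differentially expressed genes had an adjusted p under 0.05 and a natural log fold change over 0.25 in size. The paper set a log fold change of 0.25 without giving the base, which was read here as the natural log.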

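Of 56393 barcodes, 49424 passed the limits, which left 6376 and 5210 cells in the CTRL libraries, 6482 and 7593 in PTT, 5428 and 7104 in GC, and 4764 and 6467 in PTT+GC. Scrublet, run within each library, called 2496 of them doublets (5.05%), and these were kept in the main analysis. Over all libraries, 49.4% of the cells lay in T-like clusters, 11.6% in macrophage-like, 5.39% in NK-like, 4.06% in monocyte-like and 2.63% in dendritic-like clusters. A further 10.7% lay in clusters without enough markers for a name. Cells with markers of tumor or stromal cells made up 1.11%. PTT+GC libraries 1 and 2 held 161 and 356 of these non-immune cells, and no other library held more than 12.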

After obtaining 49,380 CD45^+^ immune cells (11,584 in CTRL; 14,071 in PTT; 12,501 in GC; 11,224 in PTT+GC) and annotating these immune cell subtypes, we calculated the proportions of CD4^+^ T cells, CD8^+^ T cells, macrophages, B cells, natural killer (NK) cells, monocytes, dendritic cells, and granulocytes (Figure 1C). 

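The B-like cluster held 5904 cells, 11.95% of the cells kept. Ebf1, Ms4a1 and Cd79a led its marker genes. The share fell to 7.09% with a marker gate in place of the clusters, which asked for UMIs of at least 2 B cell marker genes and for none of Cd3e, Cd3d, Cd3g, Trbc2, Lyz2 and C1qa. Without the doublets it was 11.6%, and after RPCA integration of the libraries 11.1%.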

B cells accounted for 12% of all CD45^+^ tumor-infiltrating cells (Figure 1C). To further investigate the effect of different treatments on B cell composition and function, we conducted the clustering analysis for B cell lineage using *Seurat* R package 22. B cells were classified into two major subtypes, naïve B cell and memory B cell (Figure 1D), based on the expression of genes encoding B cell subtype markers, such as *Cd19*, *Ms4a1* (CD20), *Ighd*, *Ighm*, memory cell marker *Cd27*, and the activation cell marker *Il2ra* (CD25) (Figure 1E). Most of the cells expressed naïve B cell markers *Cd19*, *Ms4a1* (CD20), *Ighd*, and *Ighm*, with only a small number of cells expressing *Cd27* and little to no *Il2ra* expression (Figure 1E). Therefore, we obtained 5477 naïve B cells (540, 1943, 2190, and 804 for CTRL, PTT, GC, and PTT+GC, respectively) and 342 memory B cells (26, 127, 152, and 37 for CTRL, PTT, GC, and PTT+GC, respectively), as shown in Figure 1F. This result showed that the naïve B cell proportions were 4.7%, 13.8%, 17.5% and 7.2% while the memory B cell proportions were 0.2%, 0.9%, 1.2% and 0.3% for the treatments of CTRL, PTT, GC and PTT+GC, respectively (Figure 1G). Furthermore, PTT, GC and PTT+GC treatments all significantly (*p* < 0.01) increased the proportion of B cells within CD45^+^ cells compared with untreated CTRL (Figure 1H), suggesting that single and combination of treatment modality may influence the infiltrating B cell frequencies and transcriptome dynamics in TME.

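With every cell thinned to 1500 UMIs, a UMI of Ms4a1 (ENSMUSG00000024673) was found in 64.0% of 5902 B-like cells, of Ighd in 62.1% and of Ighm in 79.0%. T-like cells, which should lack these RNAs, had a UMI of Ms4a1 in 0.311%, of Ighd in 1.22% and of Ighm in 14.2% of 24407 cells at the same depth. Before thinning, the median depth was 5600.5 UMIs in B-like and 7620 in T-like cells. Cd27 (ENSMUSG00000030336, chromosome 6 of GRCm38 from 125232622 to 125237010) was found in 1.54% of the thinned B-like cells and 0.453% of macrophage-like cells, whose median depth was 20903 UMIs. T-like cells, which express this gene, had it in 12.9%. Il2ra was found in 0.407% of the thinned B-like cells, 2.46% of macrophage-like cells and 5.46% of T-like cells. In all B-like cells at full depth, Cd27 was found in 6.33% and Il2ra in 1.61%.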

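Clustered on their own, the B-like cells formed 10 sub-clusters. Those named naive-like held 5368 cells, 536 in CTRL, 1899 in PTT, 2146 in GC and 787 in PTT+GC. The naming steps held no rule for memory-like cells, so no sub-cluster could receive that name, and its absence is not a result. Most of the Cd27 signal lay in a pair of sub-clusters with T cell genes. In the larger, of 353 cells, 47.0% had a Cd27 UMI, the median depth was 10667 UMIs, and Scrublet called 93.8% doublets. It held 24, 127, 164 and 38 cells in CTRL, PTT, GC and PTT+GC. The smaller, of 122 cells, had Cd27 in 39.3% and doublets in 89.3%. Among all B-like barcodes, 787 had at least 2 UMIs of 6 T cell genes. Of these, 56.5% were called doublets, against 0.371% of the other 5117 barcodes.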

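Naive-like cells made up 4.63% of the 11586 CTRL cells, 13.5% of the 14075 PTT cells, 17.1% of the 12532 GC cells and 7.01% of the 11231 PTT+GC cells. The larger sub-cluster with T cell genes made up 0.207%, 0.902%, 1.31% and 0.338% of the same groups. These shares pool the libraries of a group, which differed widely. In the largest naive-like sub-cluster, 12 and 492 cells came from CTRL libraries 1 and 2, and 2 and 0 from PTT+GC libraries 1 and 2.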

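B-like cells were 14 of 6376 cells in CTRL library 1 (0.220%, Wilson 95% confidence interval 0.131% to 0.368%) and 554 of 5210 in CTRL library 2 (10.6%, 9.83% to 11.5%). The PTT libraries had 11.1% (10.3% to 11.8%) and 18.0% (17.2% to 18.9%), and the GC libraries 11.6% (10.8% to 12.4%) and 25.1% (24.2% to 26.2%). PTT+GC library 1 had 16.8% (15.8% to 17.9%) and PTT+GC library 2 had 35 cells, 0.541% (0.389% to 0.752%). These intervals cover counting error only. The mean shares were 5.43% ± 7.36 (SD, n = 2 libraries) in CTRL, 14.5% ± 4.93 (SD, n = 2) in PTT, 18.4% ± 9.60 (SD, n = 2) in GC and 8.68% ± 11.5 (SD, n = 2) in PTT+GC. The 6 treated libraries averaged 8.43 percentage points more than the 2 CTRL libraries (two-sided exact permutation test over 28 arrangements, p = 0.214, where 0.0357 is the smallest possible). With single libraries left out, this difference ran from 3.23 to 13.6 percentage points. Taken one by one with edgeR's quasi-likelihood test on cells per class, the log2 fold change against CTRL was 1.42 in PTT (standard error 1.67, adjusted p = 0.665), 1.76 in GC (1.69, adjusted p = 0.551) and 0.68 in PTT+GC (1.65, adjusted p = 0.849). Both GC and both PTT libraries lay above both CTRL libraries, and 1 of the 2 PTT+GC libraries did. Library CTRL 2 decides this result: without it the fold changes were called in all 3 treatments, at 6.04, 6.37 and 5.29 (adjusted p = 0.0225, 0.0225 and 0.0332). The paper concludes from pooled cells that each treatment raised the B cell share.

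**Figure D1:**
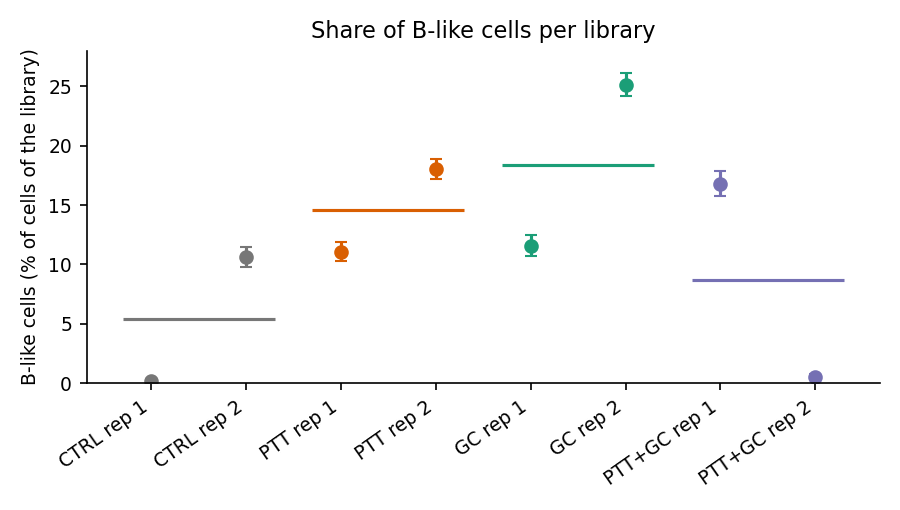
Share of B-like cells in percent of all cells kept (vertical axis) in each of the 8 libraries, by treatment group. Points are libraries, bars Wilson 95% confidence intervals and horizontal lines group means. CTRL library 1 (0.220%) and PTT+GC library 2 (0.541%) lie far under the other library of their group.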

### Differential gene expression and functional enrichment analysis of tumor-infiltrating B cells

ScRNA-seq technology not only dissects the cell heterogeneity but also captures the transcriptome of individual cells, expanding the broadness of researches in cell lineage, development, physiology, pathology and therapy 23-27. To explore the effect of each treatment on the functions of TIBs at the transcriptional level, we carried out differential gene expression and functional enrichment analysis. Three comparisons were made: PTT vs CTRL, GC vs CTRL, and PTT+GC vs CTRL. For each comparison, differentially expressed genes (DEGs) were generated by using *FindMarkers* function in *Seurat* R package 22. DEGs from comparing two treatment groups were defined as log Fold change > 0.25 or < -0.25 along with adjusted *p* value < 0.05, shown as red and blue dots in the volcano plots (Figure 2A-C). Functional enrichment analyses were performed using both over-representation analysis (ORA) 28 and gene set enrichment analysis (GSEA) 29. The *clusterProfiler* R package 30 was used to perform functional enrichment analysis for pseudotime-dependent genes by using ORA method and databases of Gene Ontology (GO) 31, Kyoto Encyclopedia of Genes and Genomes (KEGG) 32, Reactome Pathway Database (Reactome) 33 and Molecular Signatures Database (MsigDB) 34.

For PTT vs CTRL, 73 upregulated and 81 downregulated genes were shown in the volcano plot (Figure 2A). 

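In PTT vs CTRL, 29 genes were higher and 49 lower, with 1406 genes at an unadjusted p under 0.05. The larger changes included Ly6a (ENSMUSG00000075602, chromosome 15 of GRCm38 from 74994877 to 74998031), whose CPM were 27.2 and 38.6 in the CTRL libraries and 116.7 and 165.8 in the PTT libraries, a log2 fold change of 1.92 (standard error 0.30, adjusted p = 0.00131 from edgeR's quasi-likelihood test). Ifi27l2a had a log2 fold change of 1.89 (standard error 0.29, adjusted p = 0.00131), and both PTT libraries lay above both CTRL libraries. Tmem154, Klrd1 and S100a4 were also among the 5 largest increases, at 2.20, 2.01 and 1.79, with 7 to 18 UMIs each in CTRL. S100a4 turned to -0.29 with the marker gate. The largest decreases were Tnfrsf26 (log2 fold change -2.52), Trove2 (-2.13), Etaa1 (-1.47), Adm (-1.41) and Fam167a (-1.33), each lower in both PTT libraries than in both CTRL libraries. DESeq2 called 8 genes in this comparison, and Seurat's FindMarkers over cells 74 higher and 81 lower genes. A single gene was called without CTRL library 2. In simulated data with the same library sizes, a change of 1 on the log2 scale was called for 23% of genes and a change of 2 for 80%.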

Biological process (BP) of gene ontology (GO) analysis using the ORA method demonstrated that PTT enriched B cell activation and B cell receptor (BCR) signaling pathways compared to CTRL (Figure 2D). This result was confirmed by KEGG analyses (Figure S2A) and Reactome analyses (Figure S2B). In contrast, PTT downregulated genes involved in RNA splicing and ribonucleoprotein complex biogenesis which likely affect protein translation (Figure 2D). 

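A list of 63 splicing genes, written before the data were examined, had a median log2 fold change of -0.14 in PTT vs CTRL (camera test, adjusted p = 0.00760 over 85 tests), with 24 genes above 0. Ribosome biogenesis and Myc target genes had a median of -0.28 (adjusted p = 5.69e-06, 9 of 45 genes above 0). Single genes were called in neither case except 1 of the 45, and 0 splicing genes and 7 ribosome genes were called when adjusted over the list alone. The splicing list was not called without CTRL library 2 (median 0.14, adjusted p = 0.415). A list of 31 BCR signaling genes went the other way, with a median of 0.24 (adjusted p = 0.000470, 24 above 0). In all, camera with its preset correlation of 0.01 called 52 of the 85 pairs of list and comparison. Of these, fry kept 2, the BCR list in GC vs CTRL (adjusted p = 0.0386) and transcripts of tumor epithelium in PTT+GC vs GC (0.0386), and camera with an estimated correlation kept 0.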

KEGG and Reactome enrichment analyses gave similar results (Figure S2A-B).

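Comparing GC with CTRL gave 687 higher and 1000 lower genes, out of 3031 with an unadjusted p under 0.05. DESeq2 called 234 genes. FindMarkers, which takes cells as replicates, called 233 higher and 300 lower genes. The count fell to 23 without CTRL library 2 and was 715 with all cells thinned to 1500 UMIs. Among the 5 largest increases, Iglv1 was counted 6515 times in GC and 3 times in CTRL, a ratio of CPM of 381.1 (exact 95% interval 130.3 to 1848, for counting error alone). Of these, 6505 were in GC library 2, without which the log2 fold change was 1.22 (adjusted p = 0.393 from edgeR's quasi-likelihood test) and Iglv1 was not called. Gbp10, Il17a, Iigp1 and Plekhg3 had no UMI in CTRL and were at least 5.15, 3.98, 4.21 and 3.45 times higher in GC. Of the 68 Il17a UMIs, 43 lay in barcodes with T cell genes or called doublets, and 98.2% of the Iglv1 UMIs lay in 16 plasma-like cells. The largest decreases with more counts were Adm (log2 fold change -2.89, standard error 0.32, adjusted p = 1.43e-07 from edgeR's quasi-likelihood test), Cystm1 (-2.49, 0.25, 2.79e-08) and Spryd4 (-2.45, 0.37, 2.32e-05), each lower in both GC libraries than in both CTRL libraries. Slc2a12 and Gchfr fell by 2.73 and 2.63 with 15 and 12 UMIs in CTRL.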

GC stimulation upregulated 233 genes and downregulated 308 genes compared to CTRL (Figure 2B). GO analysis revealed that GC upregulated genes were involved in B cell activation, BCR signaling pathway, negative regulation of protein phosphorylation, antigen processing and presentation, and lymphocyte mediated immunity (Figure 2D, Figure S2A-B). 

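The BCR signaling list had a median log2 fold change of 0.47 in GC vs CTRL (camera, adjusted p = 0.000197, 25 of 31 genes above 0, 14 called when adjusted over the list alone). Genes of MHC class I and peptide processing had a median of 0.70 (adjusted p = 2.09e-07), with all 21 genes above 0. MHC class II genes were not called: 3 of 12 were above 0, with a median of -0.17 (adjusted p = 0.848). Their median was -0.04 without CTRL library 2 and -0.05 without GC library 1, where camera gave an upward direction (adjusted p = 0.684 and 0.459). Immediate early genes had a median of 0.69 (adjusted p = 2.09e-07, 25 of 29 above 0).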

Similar results were also obtained by using KEGG and Reactome analyses, including increases in expression of genes associated with the BCR signaling pathway and antigen processing and presentation (Figure S2A-B). Conversely, GC also downregulated genes involved in ribonucleoprotein complex biogenesis, RNA splicing, and protein folding (Figure 2D, Figure S2A-B).

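In GC vs CTRL, ribosome biogenesis and Myc target genes had a median log2 fold change of -0.55 (camera, adjusted p = 1.20e-09), and 21 of 45 were called lower. Splicing genes had a median of -0.38 (adjusted p = 9.37e-07, 20 of 63 called lower). Heat shock and chaperone genes had a median of -0.61 (adjusted p = 4.26e-06), with 15 of 35 called and 22 when adjusted over the list alone.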

When comparing PTT+GC vs CTRL, we observed 264 upregulated and 327 downregulated genes (Figure 2C). 

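For PTT+GC vs CTRL, 653 genes were higher and 873 lower, and 2905 had an unadjusted p under 0.05. DESeq2 called 256. FindMarkers called 261 higher and 318 lower genes. Leaving out PTT+GC library 1, which holds 801 of the 836 B-like cells of the group, left 217 called genes, and leaving out CTRL library 2 left 55. Among the largest increases, Ifi206 (ENSMUSG00000037849) had 274 UMIs against 1 in CTRL, a ratio of CPM of 167.5 (exact 95% interval 29.8 to 6640, for counting error alone). Igkv15-103, Pcp4 and G0s2 had no UMI in CTRL and were at least 17.9, 5.71 and 3.26 times higher. Jchain rose to 2980 UMIs, of which 98.9% lay in 2 plasma-like cells, and 84 of the 88 Igkv15-103 UMIs lay there as well, all in library 2, without which this gene was not called. Hbb-bs and Hba-a1 fell from 1173 and 746 UMIs to 1 each, and 1153 of the Hbb-bs UMIs came from a single barcode with erythroid genes in CTRL. Matn4 and Usp49 had 8 and 7 UMIs in CTRL and 0 in PTT+GC, at least 4.36 and 3.82 times higher in CTRL. Kcnh4 had a log2 fold change of -4.21 (standard error 0.69, adjusted p = 6.23e-05 from edgeR's quasi-likelihood test), lower in both PTT+GC libraries than in both CTRL libraries.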

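Relative to CTRL, a list of 44 type I interferon genes written without use of the paper had a median log2 fold change of 1.501 in PTT+GC (camera, adjusted p = 8.37e-14). Of these, 43 were above 0 and 27 called, with 32 called when adjusted over the list alone. The BCR list had a median of 0.46 (adjusted p = 2.05e-05, 25 of 31 above 0). MHC class I and peptide processing genes had a median of 0.81 (adjusted p = 2.54e-07, 21 of 21 above 0). For MHC class II, the median was 0.17 and 8 of 12 genes were above 0 (adjusted p = 0.165).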

PTT+GC induced transcription of genes involved in B cell activation, BCR signaling, response to virus, antigen processing and presentation, and response to interferon beta (Figure 2D, Figure S2A-B). 

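Splicing genes had a median log2 fold change of -0.39 in PTT+GC vs CTRL (camera, adjusted p = 2.09e-05, 16 of 63 called lower). Ribosome biogenesis and Myc target genes, at -0.58, were lower in 39 of 45 cases (adjusted p = 4.65e-10). The median of heat shock and chaperone genes was -0.85 (adjusted p = 2.63e-13), with 19 of 35 called lower.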

PTT+GC also downregulated genes involved in RNA splicing, ribonucleoprotein complex biogenesis, and protein folding (Figure 2D, Figure S2A-B).

The ORA analysis revealed that PTT, GC and PTT+GC initiated overlapping gene expression signatures (Figure 2D), although the numbers and fold changes of DEGs were not identical (Figure 2A-C). To further explore gene expression differences induced by these treatments, we used hallmark gene sets of MsigDB and conducted GSEA to visualize gene-pathway networks (Figure 2E-G). 

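In PTT vs CTRL, 18 IFNγ-inducible GTPase and target genes had a median log2 fold change of 0.27 (camera, adjusted p = 0.692, 12 above 0). Feedback genes of NF-κB, which TNFα induces, had a median of -0.17 (adjusted p = 0.202, 5 of 19 above 0), and 0 of them were called when adjusted over the list alone. Immediate early genes had a median of 0.36 (adjusted p = 0.000334, 22 of 29 above 0). The medians of type I interferon genes were 0.58 for 11 genes that the paper names (adjusted p = 0.000441) and 0.44 for the list written without the paper (adjusted p = 0.0545, 29 of 44 above 0). Without CTRL library 2, the median of the NF-κB list was 0.67 (adjusted p = 0.183), and the 11 genes were not called (adjusted p = 0.272), nor were they without PTT library 2 (median 0.22, adjusted p = 0.118).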

As shown in Figure 2E, PTT elevated IFNγ and TNFα signaling pathways. GC enriched IFNγ and TNFα signaling whilst downregulating Myc targets pathway (Figure 2F). 

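The IFNγ list had a median log2 fold change of 1.03 in GC vs CTRL (camera, adjusted p = 9.94e-05) with 18 of 18 genes above 0. NF-κB feedback genes had a median of -0.28 (adjusted p = 0.165, 5 of 19 above 0). Neither list was called without CTRL library 2, where the medians were 1.09 (adjusted p = 0.796) and 0.33 (adjusted p = 0.700).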

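Type I interferon genes were called as a list in GC and PTT+GC. In PTT, the list written without the paper was not (camera, adjusted p = 0.0545, median 0.44, 29 of 44 genes above 0). The 11 genes that the paper names had median log2 fold changes against CTRL of 0.58 in PTT (camera, adjusted p = 0.000441), 1.48 in GC (camera, adjusted p = 1.25e-07) and 2.28 in PTT+GC (adjusted p = 3.11e-11). The study chose this list on the same samples, so it is not independent evidence. On the list written without the paper, GC had a median of 1.15 (adjusted p = 5.29e-09), with 39 of 44 genes above 0 and 20 called. Compared directly, PTT+GC exceeded GC by 0.52 on the log2 scale (adjusted p = 4.50e-10, 39 of 44 genes higher, 11 called when adjusted over the list alone). The 11 genes that the paper names had a mean log2 CPM of 5.905 in PTT+GC library 2, above both GC libraries (5.697 and 5.411). On the list written without the paper, the contrast rests on PTT+GC library 1. Without it, the median was 0.11 (adjusted p = 0.600), and the mean log2 CPM of the list was 3.85 in PTT+GC library 2, below 4.37 and 4.05 in the GC libraries. The IFNγ list was at 0.58 in PTT+GC vs CTRL (adjusted p = 0.0841) and lower than in GC by the direct comparison (median -0.45, adjusted p = 0.000149, 6 of 18 above 0).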

PTT+GC upregulated IFNγ signaling, TNFα signaling, and uniquely enriched IFNα signaling. Like GC, PTT+GC also downregulated Myc targets and G2M checkpoint signaling (Figure 2G). These analyses showed that PTT, GC and PTT+GC had overlapping pathways including the IFNγ and TNFα responses. However, GC and PTT+GC enriched pathways had more associated genes than those enriched by PTT alone.

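Cell cycle genes had a median log2 fold change of -0.76 in PTT+GC vs CTRL (camera, adjusted p = 0.00881), with 7 of 29 above 0 and 5 called lower. The list was not called without CTRL library 2 (median 5.75, adjusted p = 0.299), without PTT+GC library 1 (-1.35, 0.0647) or with the marker gate (-0.08, 0.413). In GC vs CTRL, the median was 0.08 while camera gave a downward direction (adjusted p = 0.649), so median and test differ in sign. PTT+GC was lower than GC (median -0.64, adjusted p = 1.38e-05, 4 of 29 above 0), though not called without PTT+GC library 1 (-1.18, 0.0822) or with the marker gate (adjusted p = 0.194). For the Myc list, the direct comparison gave -0.04 (adjusted p = 0.377).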

In addition to the MsigDb collection, the KEGG and Reactome pathway databases were used in GSEA. For PTT vs CTRL, no gene set enrichment was found, likely due to the small number of DEGs between the two groups. GC stimulation upregulated pathways involved BCR (Figure S2C) and IFNα signaling (Figure S2E) and downregulated spliceosome (Figure S2C) and mRNA splicing (Figure S2E) pathways. PTT+GC synergized to upregulate antigen processing and presentation pathways (Figure S2D) and IFNαβ signaling (Figure S2F), and downregulated spliceosome (Figure S2D) and heat shock protein composed pathways (Figure S2F). 

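Synergy was tested as the interaction of PTT and GC, the difference between PTT+GC vs GC and PTT vs CTRL. It called 30 higher and 55 lower genes, with 1049 at an unadjusted p under 0.05. Without CTRL library 2, 0 genes were called (edgeR's quasi-likelihood test, 804 at an unadjusted p under 0.05), and DESeq2 called 8. In simulated data, an interaction of 1 on the log2 scale was called for 3.5% of genes and one of 2 for 64%. Its largest increases were Csn3 (log2 fold change 6.54), Wfdc18 (5.64) and Lcn2 (4.97), transcripts of mammary epithelium that also rose in T-like cells of the same libraries. Hbb-bt, Hbb-bs, Hba-a1, Tiam1 and Klra5 fell most, with 0 or 1 UMI in PTT+GC. The type I interferon lists showed no interaction (adjusted p = 0.868 and 0.285 by camera), nor did MHC class II genes (median 0.36, adjusted p = 0.0936). MHC class I and peptide processing genes had an interaction of -0.29 (adjusted p = 0.00278) and heat shock genes one of -0.22 (adjusted p = 0.00358). The direct comparison of PTT+GC with GC placed MHC class II genes higher (median 0.33, 12 of 12 genes, adjusted p = 0.00215) and heat shock genes lower (-0.16, adjusted p = 1.25e-07). MHC class II genes were not called without GC library 1 or without PTT+GC library 1 (median 0.15 in each). Camera tests a list against all other genes, and fry called neither. Heat shock genes changed in other cells as well. With GC, their scores were lower by 0.58 on the log2 scale in T-like cells, 0.67 in NK-like cells and 0.57 in macrophage-like cells than without (two-sided exact permutation test over 70 arrangements, p = 0.0286 each, the smallest possible).

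**Figure D2:**
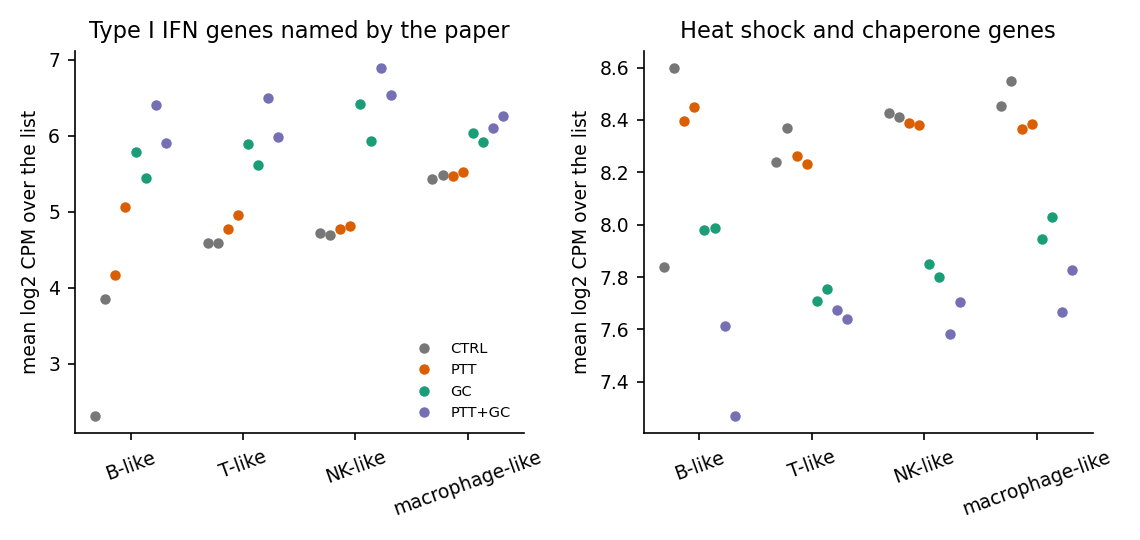
Mean log2 CPM of the type I interferon genes named by the paper and of heat shock and chaperone genes (vertical axes) per library in B-like, T-like, NK-like and macrophage-like cells, by treatment group. Each point is a library; the heat shock values of T-like cells lie between 8.23 and 8.37 without GC and between 7.64 and 7.76 with GC.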

Taken together, both ORA and GSEA achieved consistent enrichment results (Figure 2D-G, S2A-F). It also demonstrated that treatments of PTT, GC, and PTT+GC had overlapping and nonoverlapping functions on B cells. This was further elucidated by the degrees of B cell activation from individual treatments to the combined PTT+GC treatment (Figure 2E-G, S2C-F). These results provide evidence that PTT+GC has a greater impact on activating B cell gene signatures and potential antitumor related functions than PTT or GC alone.

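Compared directly, PTT+GC and GC differed in 103 genes, 38 higher and 65 lower in PTT+GC (698 at an unadjusted p under 0.05). DESeq2 called 13 genes, and FindMarkers 20 higher and 43 lower genes. Csn3 was higher in PTT+GC by 5.61 on the log2 scale (standard error 0.35, adjusted p = 2.06e-13 from edgeR's quasi-likelihood test, both libraries above both GC libraries) and by 7.10 in T-like cells. Wfdc18 rose by 5.67 in B-like and 5.96 in T-like cells, and Fxyd3 and Cyr61 rose from 2 and 1 UMIs. Igkv15-103, a variable gene of plasma-like cells, was called at 7.67, but 84 of its 88 UMIs were in PTT+GC library 2, and without that library it was at 0.51 (adjusted p = 0.999) and not called. The largest decreases were Hbb-bt, Hbb-bs, Hba-a1, Klra5 and Alas2. Hbb-bt, Klra5 and Alas2 had no UMI in PTT+GC and were at least 319.5, 12.3 and 10.7 times higher in GC. Of 23592 Hbb-bs UMIs in GC, 99.2% lay in 13 barcodes with erythroid genes. The BCR list did not differ between PTT+GC and GC (median 0.07, camera, adjusted p = 0.286). Against CTRL, 1526 genes were called in PTT+GC and 1687 in GC.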

### Overlapping of treatment-upregulated genes in TIB cells

We hypothesized that understanding the relationships among the treatment-regulated DEGs would shed light on the molecular mechanism stimulated by PTT+GC therapy. To determine B cell gene expression signatures associated with PTT+GC-enhanced survival of tumor-bearing mice, we investigated the relationship of treatment-regulated DEGs and focused on the PTT+GC-specific DEGs in TIBs. A Venn diagram was used to display the overlap of PTT, GC, PTT+GC regulated genes (Figure 3A). Genes uniquely regulated by PTT alone were confined in Set0. PTT-GC-(PTT+GC) intersecting genes were confined in Set1; GC-(PTT+GC) intersecting genes (excluding Set1) were confined in Set2. Genes uniquely regulated by GC alone were grouped in Set3. Similarly, Set0, Set3 and Set4 were defined as specific upregulation by PTT, GC and PTT+GC, respectively.

Collectively, 59 genes of Set1 were upregulated among PTT, GC, and PTT+GC (Figure 3A). 

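In the tests over libraries, 26 genes were higher than in CTRL in all 3 treatments, Set1 of the upregulated genes. Because the comparisons share the CTRL libraries, chance errors in these are shared as well. In 20 simulations of unchanged groups with the same library sizes, a median of 0.5 and at most 3 genes were higher in all 3. Every library, CTRL included, was redrawn gene by gene from a pooled profile. Errors that many genes of a CTRL library share are thus not covered. Across 10129 genes, the log2 fold changes of PTT and GC correlated at 0.856 (simulated median 0.759), where genes are not independent replicates. FindMarkers over cells gave 60 such genes and DESeq2 7. Without CTRL library 2, 1 was left.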

Individually, PTT, GC and PTT+GC specifically upregulated 5 (Set0), 54 (Set3) and 90 (Set4) genes, respectively (Figure 3A). 

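Of the upregulated genes, 0 were specific to PTT (Set0), 240 to GC (Set3) and 209 to PTT+GC (Set4), and 418 were shared by GC and PTT+GC alone (Set2). With FindMarkers, the sets held 5, 56, 89 and 110 genes. A gene called in 1 comparison and not in another need not differ between them. Of the Set4 genes, 22 of 209 were higher in PTT+GC than in GC by the direct test, and 21 of the 240 Set3 genes were lower.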

GO analysis for the individual gene sets were shown in Figure 3B. Biological processes (BP), such as B cell activation, BCR signaling, and response to virus were enriched in gene Set1 which were common to all 3 treatments (Figure 3B). Antigen processing and presentation of peptide antigens, cell killing, and regulation of immune effector processes were enriched in Set2, only shared by GC and PTT+GC (Figure 3B). 

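Among 12 MHC class II genes tested, 1 was in Set2 of the upregulated genes by edgeR and 0 were in Set1. By FindMarkers over cells, 2 were in Set2 and 0 in Set1. Set2 was also the larger set, by 418 genes to 26.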

Of note, Set2 contains more genes associated with class II antigen presentation machinery than Set1, suggesting that the difference between GC and PTT is that GC can activate more antigen-presenting processing genes than PTT. GC alone (Set3) specifically enriched pathways regulating B cell activation and GTPase activity (Figure 3B). PTT+GC-specific (Set4) pathways were enriched for positive regulation of the defense response and response to IFNβ (Figure 3B).

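Set4 by edgeR held 9 genes of the type I interferon lists and Set2 held 28. With FindMarkers, Set4 held 11 and Set2 held 4. All 209 genes of Set4 were higher in PTT+GC than in GC, with a median log2 difference of 0.42.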

To confirm the above enrichment analysis for different gene sets, MsigDB, KEGG, and Reactome analyses were used. Similar enrichments were found (Figure S3A-C) compared with GO analysis (Figure 3B). For example, PTT+GC-specific genes (Set4) were involved with IFNγ and IFNα responsiveness (Figure S3A) and antigen processing and presentation (Figure S3B).

Although enrichments from genes in Set1 to Set4 share B cell activation related pathways, we hypothesized that their capacities for activating B cells were different for each treatment. To test this hypothesis, we compared the expression levels of each component of these confined gene sets in different treatment groups using circular heatmap. Set0 was not used for analysis likely due to the small number of genes. 

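For each upregulated set, the score of a library was the mean over genes of log2 CPM, centered on the mean of the 8 libraries. Set1 genes scored -1.81 ± 1.17 (SD, n = 2 libraries) in CTRL, 0.30 ± 0.06 (SD, n = 2) in PTT, 0.68 ± 0.09 (SD, n = 2) in GC and 0.83 ± 0.10 (SD, n = 2) in PTT+GC. Of the 26 genes, 21 were higher in PTT+GC than in GC, by a median of 0.22 on the log2 scale, and 0 were called by the direct test with edgeR.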

Even though Set1 genes were common to all treatment groups, genes with the highest level of expression were largely found in the PTT+GC group (Figure 3C). This was also observed in gene Set2 (shared by GC and PTT+GC) for selected genes (Figure 3D), again indicating that PTT+GC has a greater capacity for activating B cells than GC alone. 

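Set2 genes scored 0.73 ± 0.10 (SD, n = 2 libraries) in GC and 0.70 ± 0.30 (SD, n = 2) in PTT+GC, so that the means differed by less than the libraries of PTT+GC, at 0.91 and 0.49. Against GC, 332 of 418 genes had a higher fitted level in PTT+GC (median 0.17 on the log2 scale), and 6 were called. In the FindMarkers sets, Set2 scored 0.50 in GC and 0.53 in PTT+GC.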

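Set4 genes scored -1.18 ± 1.07 (SD, n = 2 libraries) in CTRL, 0.09 ± 0.08 (SD, n = 2) in PTT, 0.27 ± 0.17 (SD, n = 2) in GC and 0.82 ± 0.04 (SD, n = 2) in PTT+GC. Both PTT+GC libraries, at 0.85 and 0.79, exceeded both GC libraries, at 0.15 and 0.39. The set was chosen for its rise in PTT+GC, which favors this order.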

Consistent with the pattern established in Set1 and Set2, Set4 genes showed the highest expression on B cells in the PTT+GC treated tumors (Figure 3F). 

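GC libraries scored 1.03 and 1.01 on the 240 genes of Set3, and PTT+GC libraries 0.42 and -0.46. The PTT mean was 0.41 ± 0.10 (SD, n = 2 libraries) and the CTRL mean -1.41 ± 1.54 (SD, n = 2).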

In GC-specific upregulated gene Set3, GC treatment showed the highest promotion (Figure 3E).

Instead of showing the individual expression of genes from Set1 to Set4 in each treatment, we next used *AddModuleScore* function from *Seurat* R package 22 to calculate the average expression level of these upregulated gene sets. These expression scores for each treatment were displayed using violin plots with each dot representing a score of an individual cell (Figure 3G-J). 

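With the sets from FindMarkers, which rest on cells as the paper's do, mean Set1 scores over libraries were -1.12 in CTRL, 0.08 in PTT, 0.47 in GC and 0.57 in PTT+GC. Set2 scores were -1.05 in CTRL and 0.02 in PTT. CTRL library 1, with 14 cells, scored -1.53 on Set1 and CTRL library 2 scored -0.71.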

The expression scores in gene Set1 (Figure 3G) and Set2 (Figure 3H) for GC and PTT+GC treatments were higher than that in CTRL and PTT, indicating that (1) Both PTT and GC upregulated B cell activation signatures compared with CTRL; (2) GC mainly promoted the degree of B cell activation signatures in Set1 when combining with PTT. 

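On the 56 genes of the FindMarkers Set3, means over libraries were -0.70 in CTRL, 0.13 in PTT, 0.52 in GC and 0.06 in PTT+GC. The GC libraries were at 0.40 and 0.63 and the PTT+GC libraries at 0.20 and -0.09.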

GC has the highest B cell activation degree in Set3 (Figure 3I) because this gene set is GC-specifically upregulated. 

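Set4 of FindMarkers, 89 genes, scored -0.95 in CTRL, 0.03 in PTT, 0.25 ± 0.07 (SD, n = 2 libraries) in GC and 0.67 ± 0.19 (SD, n = 2) in PTT+GC. By the direct test of PTT+GC against GC with edgeR, 8 of the 89 genes were called higher.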

Consistently, PTT+GC has the highest B cell activation degree in Set4 because this gene set is PTT+GC-specifically upregulated (Figure 3J), also indicating that PTT and GC can synergize to promote the expression of gene signatures in Set4. This result is consistent with that of the gene expression dot plots (Figure 3C-F) and consistent with the hypothesis that although genes in Set1, 2, and 4 were all enriched in B cell activation related pathways, PTT+GC resulted in higher degrees of B cell activation than GC or PTT alone.

We further dissected the PTT+GC-specific upregulated genes by displaying several representative genes based on previous enrichment analysis and literature searches. We compared the gene expression among B cells after different treatments using dot plots (Figure S3D). It is worth noting that only PTT+GC vs CTRL, but not PTT vs CTRL or GC vs CTRL, resulted in significant expression changes in the indicated genes (adjusted *p* value < 0.05). 

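The 25 genes of Fig. S3D were all higher in PTT+GC than in CTRL, with log2 fold changes from 0.30 to 5.63 and a median of 0.96. Of these, 17 were called over all genes and 19 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. DESeq2 called 9. In GC vs CTRL, 24 were higher (median 0.64), 9 were called and 14 when adjusted over the list alone. PTT vs CTRL had all 25 higher (median 0.42), with 7 at an unadjusted p under 0.05. With edgeR, 0 of these were called over all genes and 1 when adjusted over the list alone, and DESeq2 called 0. FindMarkers over cells called all 25 in PTT+GC and 0 in GC or PTT. PTT+GC exceeded GC in all 25, by a median of 0.35 on the log2 scale, and 3 were called.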

We observed that PTT+GC-specific upregulated genes included Toll-like receptor cascades (Figure S3D). Among these genes, PTT+GC-specifically upregulated *Btk* and *Ctss*, which are not only involved in TLR signaling cascades, but also participate in antigen presentation. Additionally, PTT+GC-specific upregulated genes also included interferon signaling genes, such as *Ifit3*, *Ifitm3*, *Isg15*, *Xaf1*, *Ddx58*, *Nedd8*, *Rnf213*, *Tmsb4x*, *Trim12c* (Figure S3D). 

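S100a9 (ENSMUSG00000056071, chromosome 3 of GRCm38 from 90692632 to 90695721) rose most among the genes of Fig. S3D, by 5.63 on the log2 scale in PTT+GC vs CTRL (standard error 0.71, adjusted p = 1.44e-06 from edgeR's quasi-likelihood test), with both PTT+GC libraries above both CTRL libraries. It was counted 462 and 8 times in the PTT+GC libraries and 0 and 5 times in CTRL. Granulocyte-like cells of the PTT+GC libraries had 33770 and 42270 CPM of this RNA, and B-like cells 92.2 and 38.9. In NK-like cells it rose by 3.26 in PTT+GC vs GC, against 3.37 in B-like cells and 2.68 in B-like cells without doublets. The rises in T-like and macrophage-like cells were smaller, at 1.86 and 0.69, and were not called. Casp8 rose by 1.33 (standard error 0.28, adjusted p = 0.00104) and was called in GC vs CTRL too, at 1.01 (adjusted p = 0.00624). Ly86 had a log2 fold change of 0.83 (adjusted p = 0.0247), with both PTT+GC libraries above both CTRL libraries.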

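Btk (ENSMUSG00000031264, chromosome X of GRCm38 from 134542336 to 134583570) had 40.7 and 49.0 CPM in the CTRL libraries, 65.6 and 84.1 in GC and 91.2 and 79.8 in PTT+GC. Its log2 fold change against CTRL was 0.88 in PTT+GC (standard error 0.26, adjusted p = 0.0190 from edgeR's quasi-likelihood test, both libraries above both CTRL libraries) and 0.64 in GC (0.24, adjusted p = 0.0613). PTT+GC exceeded GC by 0.24 (adjusted p = 1.00), which was not called. Ctss (ENSMUSG00000038642, chromosome 3 from 95526786 to 95556403) had 339.5 and 310.3 CPM in CTRL, 286.3 and 301.3 in GC and 421.7 and 364.1 in PTT+GC. Its change in PTT+GC vs CTRL was 0.31 (standard error 0.25, adjusted p = 0.435), with both PTT+GC libraries above both CTRL libraries, and was not called.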

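Of the 9 interferon signaling genes, 7 were called in PTT+GC vs CTRL. Xaf1 (ENSMUSG00000040483, chromosome 11 of GRCm38 from 72301629 to 72313733) rose by 2.43 on the log2 scale (standard error 0.32, adjusted p = 2.79e-06 from edgeR's quasi-likelihood test), from 13.6 and 13.2 CPM in CTRL to 76.8 and 44.9. Ifit3, Ifitm3, Rnf213, Isg15, Trim12c and Ddx58 rose by 3.32, 2.28, 2.00, 1.66, 1.63 and 1.24 (adjusted p from 1.95e-05 to 0.00282). Nedd8 and Tmsb4x rose by 0.44 and 0.36 and were not called (adjusted p = 0.278 and 0.213). In GC vs CTRL, 6 of the same 9 genes were called, with Xaf1 at 1.51 and Isg15 at 1.07. PTT+GC exceeded GC by 0.91 for Xaf1 (standard error 0.22, adjusted p = 0.0241, both PTT+GC libraries above both GC libraries), and Isg15 differed by 0.59 (adjusted p = 0.377).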

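Tnfaip8, Pecam1, Bin1 and Serpinb1a were called higher in PTT+GC vs CTRL, at log2 fold changes of 1.08, 1.05, 0.96 and 1.09 (adjusted p = 0.00330, 0.00597, 0.0103 and 0.00758 from edgeR's quasi-likelihood test, both PTT+GC libraries above both CTRL libraries in each). Dynll1, Eef1d and Erp29 rose by 0.55, 0.30 and 0.57 and were not called (adjusted p = 0.139, 0.467 and 0.157). Pecam1 was called in GC vs CTRL as well, at 0.78 (adjusted p = 0.0242). Against GC, the rises of these 7 genes ran from 0.13 to 0.52 on the log2 scale and 0 were called with edgeR.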

We also observed that PTT+GC upregulated cell survival genes, such as *Dynll1*, *Eef1d*, *Tnfaip8*, *Pecam1*, and favorable clinical prognosis genes, such as *Bin1*, *Erp29*, *Serpinb1a* (Figure S3D). The functions of these genes are listed in Table S1.

### Overlapping of treatment-downregulated genes in TIB cells

We next investigated the relationship of treatment-downregulated DEGs and focused on the PTT+GC-specific negative regulation on these genes in TIBs. A Venn diagram was used to illustrate the overlap of PTT, GC, and PTT+GC downregulated genes (Figure 4A). Genes intersected with different treatments were grouped similarly to Figure 3A: Set0 was for PTT-specific genes; Set1 for PTT-GC-(PTT+GC) intersecting genes; Set2 for GC-(PTT+GC) intersected genes (Set1 not included), Set3 for GC-specific genes, and Set4 for PTT+GC-specific genes (Figure 4A).

Collectively, for Set1, PTT, GC and PTT+GC commonly downregulated 72 genes (Figure 4A). 

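By edgeR, 45 genes were lower than in CTRL in all 3 treatments, and in the 20 simulations of unchanged groups 0 were. FindMarkers over cells gave 73 and DESeq2 1. Of the 10129 genes, 73.9% changed in the same direction in all 3 comparisons, against a simulated median of 59.8%.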

GC and PTT+GC (Set2) co-downregulated 173 genes, while individually, PTT downregulated 4 genes (Set0), GC downregulated 60 genes (Set3), and PTT+GC downregulated 80 genes (Figure 4A). 

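The downregulated sets by edgeR held 1 gene specific to PTT (Set0), 612 shared by GC and PTT+GC alone (Set2), 341 specific to GC (Set3) and 215 specific to PTT+GC (Set4). FindMarkers gave 4, 166, 59 and 77. Of the Set4 genes, 31 were lower in PTT+GC than in GC by the direct test, and of the Set3 genes, 5 were higher.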

GO analysis of genes from the different sets was shown in Figure 4B. RNA splicing and ribonucleoprotein complex biogenesis and assembly pathways were enriched in Set1. Set2 was also enriched in genes involved in ribonucleoprotein complex biogenesis and assembly (Figure 4B) but with a greater number of genes involved in these pathways. GC specifically enriched for genes involved in the regulation of lymphocyte and mononuclear cell proliferation, while PTT+GC-specific genes were involved in protein folding, negative regulation of phosphorylation, and protein localization to organelles (Figure 4B). The results in Figure 4A-B demonstrate that PTT, GC and PTT+GC treatments shared some overlapping gene regulation, like what was observed for the upregulated genes in Figure 3. Using MsigDB (Figure S4A), KEGG (Figure S4B) and Reactome (Figure S4C) databases revealed similar findings.

Although RNA splicing and protein folding related pathways were shared among genes in Set1 and Set4, we assume their capacities for negatively regulating activated B cells were different in and unique to each treatment. To test this assumption, we compared the expression levels of these confined gene sets in different treatment groups using circular heatmap analysis. Set0 was not used for analysis likely due to the small number of genes. Gene expression pattern showed an increasing inhibition from CTRL to PTT, GC and PTT+GC in Set 1, 2 and 4, suggesting the unique and combinatory effect of each treatment in regulating these gene expression profiles (Figure 4C, 4D, 4F). 

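Downregulated Set1 genes by edgeR scored 0.98 ± 0.30 (SD, n = 2 libraries) in CTRL, 0.06 ± 0.00 (SD, n = 2) in PTT, -0.41 ± 0.03 (SD, n = 2) in GC and -0.63 ± 0.22 (SD, n = 2) in PTT+GC. Set2 genes scored 0.50 ± 0.68 in CTRL, 0.38 ± 0.05 in PTT, -0.23 ± 0.00 in GC and -0.64 ± 0.36 in PTT+GC. On Set4, the PTT mean of 0.51 ± 0.01 and the GC mean of 0.42 ± 0.24 lay above the CTRL mean of 0.11 ± 1.15, which is spread between -0.70 and 0.92, and PTT+GC was at -1.04 ± 0.53. On Set4 of FindMarkers, the means were 0.25, 0.35, -0.05 and -0.55 in CTRL, PTT, GC and PTT+GC. From the fall from CTRL to PTT, GC and PTT+GC, the paper proposes a separate and combined effect of each treatment.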

In Set3, GC showed the highest inhibition due to these genes were GC-specific downregulated genes (Figure 4E).

Next, we calculated the average expression level of these downregulated genes from Set1 to Set4 in each treatment (Figure 4G-J). The expression scores for gene Set1 (Figure 4G) and Set2 (Figure 4H) were lower in GC and PTT+GC than that in CTRL and PTT, indicating that the degree of RNA splicing and potential negative regulation on B cell activations from Set1 and Set2 genes were predominantly inhibited by GC. 

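On the downregulated sets of FindMarkers, mean Set1 scores over libraries were 0.73 in CTRL, 0.21 in PTT, -0.45 in GC and -0.49 in PTT+GC, and mean Set2 scores 0.56, 0.32, -0.32 and -0.56. Every library with GC lay below every library without GC on both sets. The sets were chosen for lower values in these groups. Comparing the 4 libraries with GC to the 4 without, with PTT as a covariate, edgeR called 566 higher and 933 lower genes. Of the 35 ways to split the 8 libraries evenly, this split gave the most calls, and the next gave 714.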

GC showed the lowest downregulation on expression score in Set3 (Figure 4I) while PTT+GC exhibited the lowest score in Set4 (Figure 4J).

To further investigate the synergy between PTT and GC in terms of gene downregulation, we compared B cell gene expression among the four treatments using dot plots (Figure S4D). We found that selected PTT+GC-specific downregulated genes were involved in negative regulation of antigen-presenting, restriction of IFN production, cell death, and unfavorable clinical prognosis (Figure S4D). PTT+GC synergistically repressed genes, including *Aggf1*, *Calr*, *Cct2*, *Cct7*, *Chd1*, *Eif5b*, *Pmepa1*, *Rcc2*, *Serbp1*, *Skp1a*, *Slc9a3r1*, and *Vim* (Table S1), have been reported to be associated with unfavorable clinical prognosis, suggesting that PTT+GC may attenuate poor clinical prognosis and outcome.

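The 20 genes of Fig. S4D were all lower in PTT+GC than in CTRL, with a median log2 fold change of -0.87. Of these, 12 were called over all genes and 16 when adjusted over the list alone (a list that the study chose on these samples), and DESeq2 called 3. All 20 were lower in GC than in CTRL too (median -0.66, 9 called). Hspa1a (ENSMUSG00000091971, chromosome 17 of GRCm38 from 34969190 to 34972156) fell by 1.87 in PTT+GC vs CTRL (standard error 0.24, adjusted p = 1.45e-06 from edgeR's quasi-likelihood test, both libraries below both CTRL libraries) and by 1.54 in PTT+GC vs GC (0.23, adjusted p = 0.000105). Aggf1, Pmepa1 and Slc9a3r1 fell by 1.29, 2.05 and 1.53 in PTT+GC vs CTRL, and Chd1, Skp1a and Vim by 0.88, 0.89 and 0.80 (adjusted p from 0.000104 to 0.0320). Both PTT+GC libraries lay below both CTRL libraries for Aggf1, Chd1, Skp1a and Vim, and not for Pmepa1 and Slc9a3r1. Calr, Cct2, Cct7, Eif5b, Rcc2 and Serbp1 changed by -0.72 to -0.25 and were not called. Without CTRL library 2, CTRL library 1 alone gives the reference, with 0 UMIs of Pmepa1, and the sign for Pmepa1 and Slc9a3r1 turned positive (9.27 and 1.10). The test of interaction called 1 of the 20 genes. Against GC, Bbc3, Id2 and Pmepa1 were called as well, at -1.32, -1.04 and -1.38.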

### Single-cell trajectory analysis of TIBs reveals pseudotime progression driven by GC treatment

To further explore the treatment effects on TIB cell composition and function, we performed single-cell trajectory inference using *Monocle2* 35. The single-cell trajectory for TIBs was constructed with 7 states (branches) along with a progressing pseudotime (Figure 5A). 

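Sub-clusters of the B-like cells separated the groups. The largest, of 1989 cells and led by Hspb1, Mir155hg, Hspd1 and Odc1, held 504 of 568 CTRL cells, 1415 of 2086 PTT cells, 68 of 2414 GC cells and 2 of 836 PTT+GC cells. A second, of 1566 cells and led by Jun, Fos and Fosb, held 9, 110, 1373 and 74 cells in the same order. Another, of 1178 cells with Irf7, Stat4 and Ly6a among its leading genes, held 5, 181, 406 and 586. In this last sub-cluster, 558 and 28 cells came from PTT+GC libraries 1 and 2.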

CTRL and PTT-treated tumors contained more B cells than GC and PTT+GC in state 1 while GC- and PTT+GC-treated tumors contained more B cells in state 4 and state 5 than CTRL and PTT (Figure 5B). The pseudotime for the B cell trajectory progressed from state 1 (the root branch on the top) to state 4 and 5 (the terminal branches at the bottom), showing a clear transition of cell states from beginning state 1 to the ending states 4 and 5 induced by GC and PTT+GC (Figure 5B). Therefore, we established a connection between the pseudotime progression of B cells and the effect of GC treatment.

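In place of the Monocle2 states, the mean of principal component 1 over the B-like cells of each library was taken, with cells thinned to 1500 UMIs. The direction was set beforehand so that heat shock genes lie at the early end. In the form chosen before the data were examined, the component explained 0.648% of the variance, and its late end was led by Cd3g, Nkg7, Trbc2 and Cd3d, genes of T and NK cells. The 2 sub-clusters with T cell genes had means of 6.79 and 15.1, and no other sub-cluster was above 3.34. Libraries with GC averaged 0.32 more than those without (two-sided exact permutation test over 70 arrangements, p = 0.571). Leaving out GC library 1 turned the difference to -0.16.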

Next, we calculated B cell proportions for each state under different treatments. In CTRL group, 81% (459 out of 566) of B cells were assigned to state1 (Figure 5C). Along the pseudotime progression (state 1 to states 7/2 to states 6/3 and to states 5/4), the CTRL B cell proportion decreases significantly (Figure 5C). In the PTT group, most of the cells were with state 1, state 7 and state 2, corresponding with a cell proportion of 34%, 15% and 22%, respectively. The cell proportion in PTT showed a decreasing pattern along pseudotime progression, which was similar to that of CTRL but with a smoother degree of decline compared to CTRL. Interestingly, the opposite trend was observed for GC and PTT+GC treatments with the majority of TIBs residing in state 4 and 5 (Figure 5C). For example, the cell proportion with state 4 and state 5 in GC and PTT+GC groups reached 75% and 69%, respectively. These results clearly showed that GC and/or PTT+GC strongly switched the cell states when compared with CTRL and PTT (Figure 5A-C).

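With the Scrublet doublets removed, principal component 1 separated the groups. Library means were -4.01 and -4.32 in CTRL, -2.06 and -1.47 in PTT, 1.71 and 1.94 in GC, and 1.86 and 1.40 in PTT+GC, a difference of 4.69 between libraries with and without GC (two-sided exact permutation test, p = 0.0286, the smallest possible). Removing doublets was 1 of 5 kinds of alternative set before the data were examined. The share of cells called doublets was set later, after Scrublet's automatic threshold had called 0.47% of cells. Of 3 equal parts of the cells along this axis, part 1 held 95.9% of the CTRL cells, 58.7% of PTT, 6.04% of GC and 4.06% of PTT+GC. Part 3 held 0.742%, 5.24%, 59.0% and 53.3%.

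**Figure D3:**
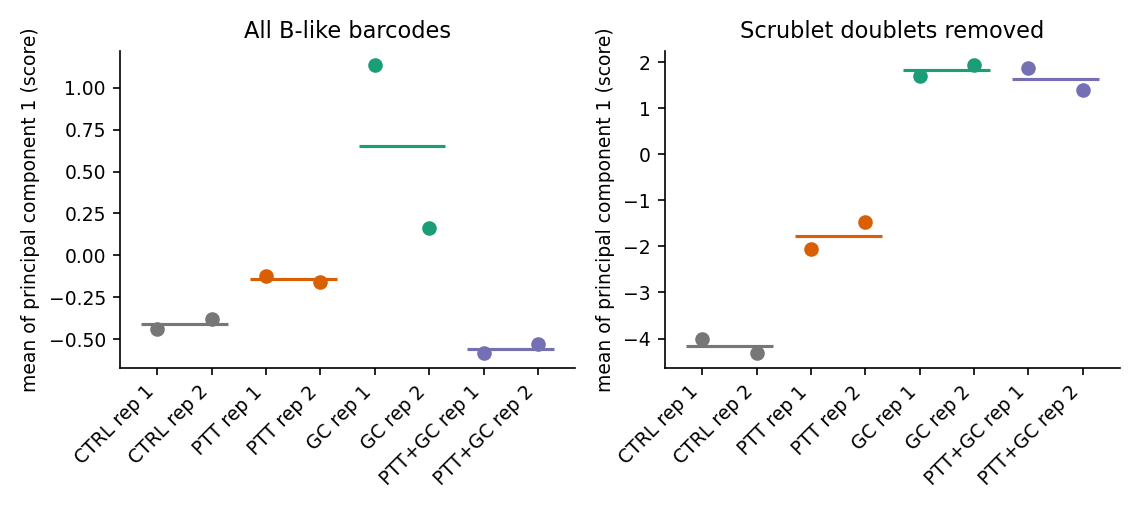
Mean of principal component 1 of B-like cells (vertical axis, no unit) per library by treatment group, for all B-like barcodes (left) and with Scrublet doublets removed (right). Points are libraries and lines group means; on the right, every library with GC lies at 1.40 or above and every library without GC at -1.47 or below.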

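Group means on the axis without doublets were -4.17 ± 0.22 (SD, n = 2 libraries) in CTRL, -1.76 ± 0.42 (SD, n = 2) in PTT, 1.82 ± 0.16 (SD, n = 2) in GC and 1.63 ± 0.33 (SD, n = 2) in PTT+GC. GC and PTT+GC differed by less than the libraries of PTT+GC. With immediate early and heat shock genes also left out, the difference between libraries with and without GC was 4.45, and in naive-like cells alone it was 4.38 (two-sided exact permutation test, p = 0.0286 each). Both of these settings were chosen after the data were seen. From the shift of cells between states, the paper concludes that GC and PTT+GC switched the states of B cells.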

We hypothesized that gene dynamics along the trajectory would reflect GC and/or PTT+GC's regulatory mechanism on B cell properties. To test this hypothesis, we used *Monocle2* R package 35 to analyze the pseudotime-dependent genes in TIBs. Modules of genes that co-vary along pseudotime were visualized in the heatmap (Figure 5D). These genes, along the pseudotime, exhibited 3 expression patterns (Figure 5D): (1) the genes in red on the right side of the heatmap exhibited a progressively increased gene expression pattern (“Terminal”), ending in states 4 and 5; (2) the genes in red on the left side of the heatmap were enriched in state 1 and progressively-decreased (“Initial”); and (3) genes with yellow color in the middle of the heatmap showed a transitional expression pattern (“Transitional”).

To explore the function of these pseudotime-dependent genes, these 3 patterns of gene sets were extracted for functional enrichment analysis. GO and KEGG enrichment analyses using ORA method for the genes upregulated late in pseudotime were enriched in B cell activation and B cell receptor signaling pathways (Figure 5E-F). Conversely, the downregulated genes were enriched in protein folding, regulation of cell-cell adhesion, protein processing in ER, and mitophagy pathways (Figure 5E-G). For “Transitional” genes, enrichment results included protein export from nucleus, and positive regulation of acute inflammation by GO analysis (Figure 5E) and Salmonella infection by KEGG analysis (Figure 5F). It is worth noting that KEGG analysis (Figure 5F) for downregulated genes includes “antigen processing and presentation”, in which only HSP gene transcripts were found. These results demonstrated that B cell activation gene signature progresses along pseudotime and correlates with the transition of cell states caused by GC and/or PTT+GC. This analysis demonstrates the ability of GC and/or PTT+GC in switching TIBs from an inactivated state to an activated phenotype.

Furthermore, we calculated the expression scores for these “Terminal”, “Transitional”, “Initial” pseudotime-dependent gene sets. In “Terminal” gene set, expression scores in GC and PTT+GC were higher than that in CTRL and PTT (Figure 5H). 

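Genes with the highest loadings at the late end of the axis without doublets were Jun, Fos, Cd79b, Hspa1b, Ppp1r15a, Ly6a and Ifi27l2a, and Ifi209 and Igkc were also at this end. Immediate early genes such as Jun and Fos scored higher by 0.62 on the log2 scale in B-like cells with GC than without (two-sided exact permutation test, p = 0.0286). In macrophage-like cells they were higher by 0.46 (p = 0.0286, exact), and in T-like and NK-like cells by 0.37 and 0.41 (p = 0.200 and 0.114, exact).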

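H3f3b, Sub1, Hmgb2, Eif1, Odc1 and Hspd1 had the highest loadings at the early end, with Hsp90ab1 and Hspe1 also there. Heat shock and chaperone scores of B-like cells were lower by 0.61 on the log2 scale with GC (two-sided exact permutation test, p = 0.0857). Of 35 such genes, 32 were lower with GC in B-like cells and 34 in T-like cells.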

In “Initial” module, an opposite trend was observed (Figure 5J). However, there was no apparent change of the expression scores among the four groups for the “Transitional” module (Figure 5I). This analysis (Figure 5H-J) confirmed the above enrichment analyses (Figure 5E-G).

To further validate the relationship of gene expression profiles with cell state changes, we assessed the DEGs generated by comparing states 4/5 versus state 1. We carried out the differential gene expression and functional enrichment analyses using the same parameters as previously described. DEGs from comparing states 4/5 vs state 1 were shown in the volcano plot (Figure S5A). GO, KEGG, and Reactome enrichment analyses using ORA method showed that in states 4/5, TIBs were enriched in genes involved in B cell activation, response to type I IFN (Figure S5B), BCR signaling (Figure S5B-C), antigen processing and presentation (Figure S5C), and antigen processing-cross presentation (Figure S5D). This indicated that B cells in states 4/5 were more activated than those in state 1, correlating with the upregulated genes from the trajectory analysis (Figure 5E-G). Alternatively, RNA splicing (Figure S5B-D), protein folding/processing (Figure S5B-C), and heat shock protein (HSP) 90 related pathways (Figure S5D) were downregulated. In addition to ORA, we used GSEA to further analyze the gene enrichment conditions for these DEGs between state 4/5 and state 1. GSEA MsigDB analysis revealed that TIBs in states 4/5 expressed upregulated type I and type II IFN and TNFα pathways, with downregulated genes involved in Myc target pathways (Figure S5E). GSEA KEGG analysis revealed that BCR signaling pathway was enriched while spliceosome pathways were diminished (Figure S5F). Consistently, the Reactome database revealed the TIBs in states 4/5 expressed genes involved in IFNαβ signaling, cytokine signaling, with downregulated genes involved in autophagy and cellular stress (Figure S5G).

Taken together, the comprehensive gene functional enrichment analyses concluded that the GC and PTT+GC treatment induced a cell state change that correlated with B cell activation. This strongly suggests a molecular mechanism by which B cells play an important role in executing an anticancer effect directly or indirectly (by collaborating with other cell types) in the TME.

### Pro-inflammatory effect by PTT+GC is stronger than GC alone in subsets of differentiated B cell states

As GC drove the progression along pseudotime with shifting the cells from state 1 into states 4 and 5, we sought to define what type of B cell resides in each state. By finding enriched genes specific for each state, TIBs in state 1 were determined to be stimulated, yet undifferentiated B cells, compared to that in states 4 and 5. For example, B cells in state 1 expressed with genes involved in antigen presentation and processing, germinal center formation and homeostasis, and T cell activation and interaction (Figure 6A). These data suggest that the B cells were under the process of encountering antigen, but the TME confined B cell differentiation. Treatment with GC and PTT+GC released the restriction on B cells allowing them to differentiate toward effector subsets.

The B cells residing in states 2 and state 3 were characterized by few genes and unable to be defined. Likely these B cells were in a transitional state, on their way to becoming more differentiated effector B cells. State 7 was characterized as a plasma cell precursor (pre-plasma) (Figure 6A). Many of the genes characterizing this state were involved in cellular metabolism, transcription, translation, and protein folding, but no Ig genes were observed. However, further along the pseudotime progression, many Ig genes were observed in state 6, suggesting that these cells may be plasma cell-like. For example, B cells in state 6 expressed *Iglc2*, *Igkc*, *Iglc1*, and *Ighm*, genes encoding the constant region of immunoglobin light chains (Figure 6A). 

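At full depth and over libraries, Igkc (ENSMUSG00000076609, chromosome 6 of GRCm38 from 70726435 to 70726966) rose by 2.79 on the log2 scale in PTT+GC vs CTRL (standard error 0.47, adjusted p = 9.61e-05 from edgeR's quasi-likelihood test). Its CPM were 9035 and 57590 in the PTT+GC libraries and 4943 and 4699 in CTRL, and library 2 with its 35 cells decides this value. Iglc2 rose by 1.73 in GC vs CTRL (standard error 0.38, adjusted p = 0.00158), with 599.9 and 3105 CPM in the GC libraries, against 421 and 650.1 in CTRL, so that 1 of the 2 GC libraries lay above both. Iglc1 rose by 1.90 in GC (adjusted p = 0.00305) and Ighm by 0.61 (adjusted p = 0.112). In PTT+GC vs GC, Iglc1 went from -0.24 to 1.08 without GC library 2, so its level in GC depends on that library. In the plasma-like sub-cluster, a UMI of Igkc was found in 95.2% of cells thinned to 1500 UMIs, against 98.4% of all B-like cells. Xbp1 was found in 57.1%, Sec61b in 81.0% and Lgals1 in 23.8%, against 4.90%, 30.1% and 4.12% of all B-like cells. Lgals1 was found most often in the smaller sub-cluster with T cell genes, in 44.3% of cells. Xbp1 was not called in GC vs CTRL (0.10, adjusted p = 0.898), and was called lower without GC library 2 (-0.73, adjusted p = 0.0338) and in naive-like cells alone (-0.75, adjusted p = 0.0152).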

Further supporting this conclusion, B cells in state 6 express *Lgals1*, *Sec61b*, and *Xbp1*, all genes induced during plasma cell differentiation. Likely the cells in state 7 were plasma cell precursors and cells in state 6 are differentiating plasma cells.

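Cd22 (ENSMUSG00000030577, chromosome 7 of GRCm38 from 30865402 to 30880342) rose by 1.82 on the log2 scale in GC vs CTRL (standard error 0.27, adjusted p = 1.58e-05 from edgeR's quasi-likelihood test) and by 1.62 in PTT+GC (0.28, adjusted p = 0.000125), with every library of both groups above both CTRL libraries. Ighd, Cd38, Ly6a and Tnfrsf13b rose by 1.05, 1.45, 3.12 and 1.65 in GC, all called (adjusted p from 2.76e-08 to 0.00436). Pou2f2 and Bach2 were called as well, at 1.88 and 0.69. In PTT+GC, these genes were called except Bach2, and in PTT, Cd22, Ly6a and Pou2f2 were called. Between PTT+GC and GC, 0 of them were called by edgeR or DESeq2 (1, Ly6a, at an unadjusted p under 0.05 by edgeR). A separate sub-cluster of 22 cells, with Rgs13, Mef2b and S1pr2 among its leading genes, held 1 CTRL, 16 PTT, 0 GC and 5 PTT+GC cells, and a UMI of Ighd was found in 0 of these cells at 1500 UMIs.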

Next, we characterized state 4 as germinal center-like B cells since they expressed *Ighd*/IgD^+^, *Sell*/CD62L^+^, CD22^+^, CD19^+^, CD38^+^, *Ly6a*/Sca-1^+^, and *Tnfrsf13b*/TACI^+^ (Figure 6A). Furthermore, state 4 B cells expressed the germinal center transcription factors *Pou2f2* (OCT2) and *Bach2*, and Ig genes required for antibody production. While state 4 had >100 genes characterizing this state, state 5 only had 24 transcripts. Cells in state 5 expressed genes involved in antigen processing, base excision and repair for class switch recombination, and express genes involved in T cell interaction such as *Plac8* and *Zpb1*. From this we concluded that state 5 B cells were memory-like B cells (Figure 6A).

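Plac8 (ENSMUSG00000029322) rose by 1.67 on the log2 scale in GC vs CTRL (standard error 0.30, adjusted p = 0.000194 from edgeR's quasi-likelihood test) and by 1.37 in PTT+GC (0.31, adjusted p = 0.00214), with every library of both above both CTRL libraries. Zbp1 (ENSMUSG00000027514) rose by 1.67 in GC (0.32, adjusted p = 0.000429) and by 2.04 in PTT+GC (0.34, adjusted p = 8.18e-05) in the same way. Both were found most often in the naive-like sub-cluster with interferon genes, in 62.7% and 25.4% of its cells at 1500 UMIs, against 39.0% and 5.64% of all B-like cells.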

As tumor growth was suppressed by PTT+GC, but not by GC alone (Figure 1A-B), we assessed the difference between GC and PTT+GC treatments by comparing the gene expression signatures of TIBs residing in states 3, 4, 5 and 6 (Figure 6B). 

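Over all B-like cells, Ifit3 was higher in PTT+GC than in GC by 1.22 on the log2 scale (standard error 0.30, adjusted p = 0.0332 from edgeR's quasi-likelihood test), Ifi206 by 1.22 (0.31, adjusted p = 0.0388) and Ifi208 by 1.03 (0.24, adjusted p = 0.0177). The CPM of Ifi208 were 91.4 and 84.8 in PTT+GC and 53.4 and 36.2 in GC, while for Ifit3 and Ifi206 PTT+GC library 2 lay below both GC libraries. Without PTT+GC library 1, the changes of Ifit3 and Ifi206 turned to -0.13 and -1.13. Bst2 and Ifi209 rose by 0.91 and 0.69 (adjusted p = 0.0694 and 0.322). Of the 8 genes that the paper names for this contrast, 7 were called when adjusted over the list alone, a list that the study chose on these samples. In T-like cells, the type I interferon genes named by the paper were higher in PTT+GC than in GC too, by a median of 0.58 on the log2 scale, and in NK-like and macrophage-like cells by 0.50 and 0.22 (called by camera, not by fry).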

A common theme among the PTT+GC treated cells residing in these states is a type I IFN signature, including *Bst2*, *Ifi206*, *Ifi208*, *Ifi209*, and *Ifit3*. The data suggest that these B cells have received type I IFN signals during their activation and differentiation (Figure 6B). Furthermore, upregulation of *Cxcr4* and *Cxcl2*, and *H2-Aa* by PTT+GC treatment indicates an increase in antigen presentation and pro-inflammatory functions of the tumor-infiltrating B cells. These upregulated genes prompted us to hypothesize that PTT+GC may stimulate a more robust pro-inflammatory response than GC alone (Figure 6B) and in turn lead to prolonged survival of tumor-bearing animals (Figure 1A-B).

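Cxcl2 (ENSMUSG00000058427, chromosome 5 of GRCm38 from 90903871 to 90905938) was higher in PTT+GC than in GC by 1.57 on the log2 scale (standard error 0.25, adjusted p = 0.000187 from edgeR's quasi-likelihood test). Its CPM were 89.3 and 169.6 in PTT+GC, 28.2 and 43.6 in GC and 67.9 and 59.4 in CTRL. Cxcr4 rose by 0.80 in PTT+GC vs GC (standard error 0.24, adjusted p = 0.130) and stood at -0.04 against CTRL. H2-Aa had a log2 fold change of 0.34 vs GC (0.20, adjusted p = 0.865) and 0.00 vs CTRL, with CPM of 6789 and 5187 in PTT+GC, 4132 and 5349 in GC, and 5703 and 6249 in CTRL.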

We next determined if the efficacy of PTT+GC treatment, in mouse breast tumors, translates to human disease by determining the relationship between the expression level of the PTT+GC vs GC upregulated genes and clinical outcomes in breast cancer patients. We utilized these upregulated and downregulated genes to obtain the enrichment score (ES) based on gene set variation analysis (GSVA) 36 (Figure S6A). Breast cancer patients with a higher expression of the genes found in the PTT+GC samples exhibited prolonged survival compared to the patients with lower gene expression (Figure 6C). This demonstrated that the genes specifically induced by PTT+GC, but not GC alone (Figure 6B), correlated with greater overall survival in breast cancer patients. On the other hand, the PTT+GC vs GC derived downregulated genes did not affect patient survival (Figure S6B). Taken together, we provided predictive evidence that PTT+GC treatment modalities have a greater potential in prolonging patient survival by driving B cell activation.

## Discussion

Although it has been shown that tumor-infiltrating T cells participate in anti-tumor immune responses 37, there are increasing reports showing that TIBs have antitumor functions and indicate a favorable prognosis in many cancer types, including breast cancer 38. This beneficial effect of the TIBs was attributed to the following processes: (1) antibody production; (2) antigen presentation; (3) tumor-killing cytokine secretion 39, 40. Previously, we reported that a combination of locally administered PTT with GC induced systemic immunity against established tumors and metastases and prolonged animal survival in several aggressive tumor models 41-43. To further understand the mechanism of localized ablative immunotherapy (LAIT), we applied scRNA-seq analysis to investigate the functional changes in the tumor-infiltrating leukocytes, particularly B cells, in the TME after PTT+GC treatment.

Specifically, we adopted LAIT (Figure S1) and successfully extended the survival of mice bearing MMTV-PyMT mammary tumors (Figure 1A-B). LAIT increased the TIB proportions (Figure 1G-H), and induced expression of genes enriched in B cell activation, including antigen-presentation (Figure 2D, S2A-B) and type I interferon signaling (Figure 2D, 2G, S2F, 3B, S3A). Single-cell trajectory analysis, which represents pseudotime progression, showed that both PTT+GC and GC, but not PTT, induced activation and differentiation of resting B cells toward an effector phenotype (Figure 5A-F, 6A). It also revealed that the B cells in the activated states were enriched with antitumor related gene expression (Figure 5E-J), specifically by PTT+GC treatment. We also showed that the combination of PTT and GC, not GC alone, induced higher B cell activation (Figure 6B) and upregulated genes associated with greater overall survival in breast cancer patients (Figure 6C).

We previously reported that, based on imaging observation and analysis, neutrophil infiltration was induced by the combination therapy of locally administered PTT with GC against B16 melanoma 41. However, whether B cells were affected by LAIT treatment was not known. In this work, using scRNA-seq analysis, which can dissect both the cell heterogeneity and transcriptional changes, we found B cells constituted 12% of all CD45^+^ immune cells, much more than that of neutrophils/granulocytes (3%). That prompted us to investigate the potential regulations of LAIT on this presumed humoral immunity and antibody-producing related cells. In this experiments, LAIT-treated MMTV-PyMT tumors exhibited increased proportions of TIBs, enriched for the expression of genes involved in B cell activation, antigen-presenting, and IFNαβ signaling responses. 

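Granulocyte-like cells made up 3.17% of all cells kept, 55 cells in CTRL, 97 in PTT, 176 in GC and 1241 in PTT+GC. Their mean shares per group were 0.468% ± 0.092 (SD, n = 2 libraries), 0.692% ± 0.047 (SD, n = 2), 1.29% ± 1.18 (SD, n = 2) and 10.1% ± 8.85 (SD, n = 2). In PTT+GC they exceeded B-like cells in library 2, with 1058 cells, but not in library 1, with 183. The log2 fold change in PTT+GC vs CTRL was 4.42 (standard error 1.07, adjusted p = 0.0398 from edgeR's quasi-likelihood test on cells per class), with both libraries above both CTRL libraries. These counts depend on the minimum of 800 genes. With 200, PTT+GC library 2 had 1606 granulocyte-like cells and library 1 had 360.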

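Pooled over libraries, B-like cells were 7.44% of PTT+GC cells, 14.8% of PTT cells and 19.3% of GC cells. The larger share of the libraries of a group exceeded the smaller 31.1-fold in PTT+GC, 1.63-fold in PTT and 2.17-fold in GC, so the pooled order depends on PTT+GC library 2.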

Although PTT+GC did not result in quantitatively or proportionally more tumor-infiltrating B cells when compared to PTT and GC alone, the protective anti-tumor pathways, including “positive regulation of defense response” and “response to interferon-beta”, were unique to PTT+GC (Figure 3B, F, J). Additionally, the expression level of these protective anti-tumor genes also showed the pattern of being the highest in PTT+GC, when compared with other groups (Figure S3D). Therefore, although “quantity” (number, proportion) and “quality” (gene expression) of immune cells are important factors in the tumor microenvironment, B cell “quality” is more important than “quantity” in inducing anti-tumor responses. Therefore, it is the functionality, not the number of B cells, after the LAIT treatment, that made the difference in efficacy. On the other hand, we did not find clearly defined plasma cells in the tumors 9 days after local treatments, single-cell trajectory analysis revealed that B cells residing in state 7 and state 6 (Figure 6A) were potential plasma-like precursor cells and plasma-like cells. 

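A sub-cluster of 21 B-like cells had all 7 plasma cell markers above the other B-like cells, among them Jchain, Derl3 and Iglv1, with a median of 32799 UMIs per cell. Of these cells, 16 came from GC library 2, 3 from PTT library 2, 1 from each PTT+GC library and 0 from CTRL. At 0.356% of the B-like cells, they held 98.9% of the Jchain UMIs of B-like cells.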

Analysis of TIBs at a later time point may reveal the development of plasma cells within the TME following LAIT.

LAIT-activated TIBs amplified their APC function, as these cells were enriched in genes associated with antigen-presentation. Furthermore, both GC and PTT+GC upregulated the expression of *Cd40* and downregulated suppressing molecule *Cd274* (PD-L1) 44 in TIBs, but PTT+GC selectively induced CD40 ligand (*Cd40lg*) expression in conventional CD4T cells (Figure S1C), suggesting that LAIT treated TIBs could interact with tumor-infiltrating T helper cells and inhibit the suppressing molecule PD-L1 expression in B cells to further augment a potent antitumor immune response. 

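Cd40 (ENSMUSG00000017652, chromosome 2 of GRCm38 from 165055627 to 165072948) had a log2 fold change against CTRL of 0.01 in GC (standard error 0.23, adjusted p = 0.986 from edgeR's quasi-likelihood test) and 0.39 in PTT+GC (0.25, adjusted p = 0.319). Its TMM-scaled CPM were 23.8 and 58.9 in CTRL, 57.7 and 57.9 in GC, and 70.2 and 79.5 in PTT+GC. Cd274 (ENSMUSG00000016496, chromosome 19 from 29367455 to 29388095) fell by 0.90 in GC (0.22, adjusted p = 0.00404), from 83.3 and 97.3 to 60.2 and 46.8 CPM, both GC libraries below both CTRL libraries. In PTT+GC it fell by 0.52 (0.25, adjusted p = 0.158). CD4 conventional T cells were taken as T-like barcodes with a Cd4 UMI and none of Cd8a, Cd8b1 or Foxp3. In these, Cd40lg (ENSMUSG00000031132, chromosome X from 57212143 to 57224042) rose by 1.62 in PTT+GC (0.26, adjusted p = 0.0282) and by 1.40 in GC (adjusted p = 0.0646), with every library of both groups above both CTRL libraries. PTT+GC exceeded GC by 0.23 (adjusted p = 1.00), which was not called. From these changes, the paper proposes that B cells interact with T helper cells after LAIT.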

Further supporting T-B cell interactions is the activation of type I IFN signature in B cells, which in turn drives T cell responses to eliminate tumors. Strikingly, this immunological cascade was reported to drive inflammation in certain autoimmune diseases that have increased expression of type I IFN inducible genes 45-47. This was best characterized in neuromyelitis optica, where type I IFNs directly acted on B cells to promote autoreactive T cell responses, which exacerbates inflammation of the central nervous system 47. While detrimental in autoimmunity, this cascade is beneficial for immune mediated cancer elimination.

Although both GC and PTT+GC induce the differentiation of TIBs, further comparison using single-cell trajectory analysis between these two groups revealed that PTT+GC induced a greater pro-inflammatory response in TIBs with more activated attributes (Figure 6B). Furthermore, PTT+GC specifically upregulated a set of genes that correlated with greater overall survival in breast cancer patients (Figure 6A). Genes specifically upregulated by GC alone (downregulated by PTT+GC) did not have this effect (Figure S6B). We hypothesize that PTT disrupted tumor homeostasis and released tumor-specific antigens. GC drove a type I IFN response, which in turn enhanced the antigen-presenting functions of TIBs. Synergizing the functions of PTT and GC led to a strong antitumor immunity, because PTT allows the immune stimulating function of GC to overcome the anti-inflammatory TME.

In our results, we found PTT+GC increased the cell proportion of TIBs and upregulated genes that have a positive association with the overall survival of breast cancer patients (Figure 6C). In support of this observation, a study on hepatocellular carcinoma (HCC) indicated that CD20^+^ TIBs were positively correlated with small tumor size and the increase of CD20^+^ TIBs was significantly correlated with the overall and recurrence-free survival rate of HCC patients 48. It was also reported that, in colorectal cancer, the high density of CD20^+^ TILs were significantly correlated with the improvement of overall survival of patients 49. Additionally, in muscle-invasive bladder cancer (MIBC), the overall survival of the patients with high CD19^+^ TIB MIBC was significantly longer and CD19**^+^** TIBs were identified as an independent prognostic factor and served as antigen-presenting cells (APCs) to activate CD4^+^ T cell in the TME 50. These data support our conclusion on the importance of B cells in cancer control. Furthermore, we speculate that patients who do not have the favorable B cell signatures could benefit from LAIT-induced B cell immune responses.

Altogether, this study demonstrates the effectiveness of LAIT in a breast cancer model. Our data provided novel insights into how LAIT-induced B cell activation contributes to the upregulation of pro-inflammatory genes that show positive correlation with prolonged patient survival. Overall, these findings broadened our understanding of LAIT's regulatory roles in remodeling TME and shed light on the potential of B cell activation in clinical applications.

## Methods

### Study approval

Experimental procedures and handling of mice were performed in accordance with the University of Oklahoma Health Sciences Center (OUHSC) and Oklahoma Medical Research Foundation (OMRF) Institutional Animal Care and Use Committee (IACUC) regulations and approved protocols.

### Mice

Female FVB/NJ wild-type (stock #001800) and FVB/N transgenic MMTV-PyMT (stock #002374) mice were purchased from Jackson Laboratories and housed according to institutional guidelines at the University of Oklahoma Health Sciences Center. All studies were approved and adhered to OUHSC Institutional Animal Care and Use Committee protocols (#17-032-HCL).

### Syngeneic tumor cell transplantation

MMTV-PyMT murine breast tumor organoids were isolated from FVB/N-Tg (MMTV-PyVT) 634M ul/J mice as previously described 21. Briefly, cells were incubated overnight in mammary epithelial cell media (DMEM/F12 supplemented with 10% fetal bovine serum (Sigma Aldrich, F2442-500ML) 100 U/mL penicillin-streptomycin (Sigma Aldrich, P0781-20×100 ml), 5ug/mL insulin-transferrin-selenium (ThermoFisher Scientific, 51500056), 1ug/mL hydrocortisone (Sigma Aldrich, H0888-10G), 10 ng/mL mouse epidermal growth factor (EGF) (ThermoFisher Scientific, 53003018), and 50 ug/mL gentamicin (Genesee Scientific, 25-533). Cells were washed twice with Hepes Buffered Saline (HBSS) (Gibco, 14175-095) trypsinized, and resuspended to a concentration of 1x10^5^ cell per 20 uL. Cells were injected into the mammary fat pad of wild type FVB mice without clearing. The incision was closed with Vetbond tissue adhesive (3M).

### Treatment of mouse tumors

When tumors reached 0.5 cm^3^, the tumor site was shaved and mice received one of four treatments: CTRL (without treatment), GC alone, PTT alone, and LAIT (PTT+GC). The mice in GC group received an intratumoral injection of 1% GC in 0.1 ml solution (Immunophotonics, Inc.). For mice in PTT group, the laser parameters were selected based on our previous studies 42, 51-54. The tumor was treated by an 805-nm laser (AngioDynamics, Latham, NY) with a power density of 1 W/cm^2^ for 10 minutes, using an optical fiber with a diffusion lens (Pioneer Optics, Bloomfield, CT) to delivery uniform light distribution on the treatment surface. For the mice in LAIT group, the tumor was treated by the laser (1 W/cm^2^ for 10 minutes), followed by an intratumoral injection of GC (0.1 ml at 1%). Ten days after treatment, tumors were collected from selected mice in each group. The remaining mice were observed for up to 60 days or when the tumors reached a size of 2.5 cm^3^ or reached ethical endpoints.

### Sample preparation and single-cell RNA sequencing library generation

In each of the four treatment groups, immune cells from four mice were used for single-cell RNA sequencing. Tumor tissues were isolated, minced with scalpels, and digested with Collagenase IV and Dnase I at 37°C for 20-30 minutes. After enzymatic digestion, immune cells were enriched using lymphocyte separation medium. The enriched cells were then subjected to magnetic bead separation (EasySep Mouse Streptavidin Rapidspheres Isolation Kit, Stem Cell, 19860) to remove the EpCAM^+^ cells (CD326 1:200, ThermoFisher Scientific, 13-5791-82). The EpCAM-depleted cells were stained with antibodies against CD45 and a viability dye. Live CD45^+^ cells (CD45 1:100, Biolegend, 103112), were sorted using MoFlo and then processed for droplet-based 3' end scRNA-seq by encapsulating sorted live CD45^+^ tumor-infiltrating immune cells into droplets via a 10× Genomics platform according to the manufacturer's instructions (10× Genomics). Paired-end RNA-seq was performed via an Illumina NovaSeq 6000 sequencing system.

### Data processing

The *Cell Ranger* pipeline was used to perform sample sequencing reads. The Linux command *cellranger count* was used to process sample-specific fastq files.* Seurat*-guided analyses were used to process and integrate datasets from different treatment groups 22, 55. Genes that were expressed in less than 5 cells or cells that expressed less than 800 and more than 6000 genes were excluded. Also, cells with a mitochondria percentage over 10% were excluded. Most variable genes were identified using the *FindVariableFeatures* function by setting feature numbers as 2000. Principal component analysis (PCA) was performed using the first 30 principal components (PCs). Clustering was performed using *FindClusters* that implements a shared nearest neighbor (SNN) modularity optimization-based clustering algorithm with resolution 0.5 for default analysis. B cells were subset and re-clustered to generate its t-SNE plot.

### Differential gene expression (DGE) analysis

Comparisons were conducted by comparing treatments of PTT, GC, and PTT+GC with CTRL, respectively. Differential gene expression was analyzed by using *FindMarkers* function in *Seurat* R package 22 for each comparison and visualized by volcano plot. Threshold of Log fold change (logFC) was set at 0.25 and -0.25 as default. Top 10 of both upregulated and downregulated differentially expressed genes (DEGs) were labelled on volcano plots.

### Functional enrichment analysis

*clusterProfiler* R package 30 was used for gene functional enrichment analysis. Both methods of over-representation analysis (ORA) and gene set enrichment analysis (GSEA) were used. Corresponding pathway databases include GO, KEGG, Reactome and MsigDB etc. Dot plot was mainly used for ORA result visualization and network plot for GSEA result.

### Analysis of overlapping of treatment-derived DEGs

Overlapping of treatment-derived DEGs were analyzed and visualized by using Venn Diagram. Subset of indicated gene sets were used for functional enrichment analysis. Expression of these subset genes were obtained using *AverageExpression* function in *Seurat* R package 22 and visualized using circular heatmap 56, 57.

### Analysis of correlation between clinical survival and derived gene sets

To assess the clinical significance of expression of a given gene set, we utilized gene expression RNA-seq and survival data available from GDC TCGA Breast Cancer (BRCA) (20 datasets) 58. To evaluate whether there was a relationship between differentially expressed gene sets and clinical survival in breast cancer patients, we utilized PTT+GC vs GC uniquely expressed gene sets as the input and get the enrichment score (ES) using gene set variation analysis (GSVA) R package 36. Cancer patients were considered “high” if ES was above the median and “low” if ES is below median. Analyses were carried out with Kaplan-Meier estimates and log-rank tests. Numbers below plots represent numbers of breast cancer patients. Survival times are presented as days.

### Single-cell trajectory analysis

*Monocle2* R package was used for single-cell trajectory inference based on the *DDRTree* algorithm 35. The construction of tumor-infiltrating B cell *Seurat* object was imported into *Monocle2* and highly variable genes were used for gene ordering and trajectory and pseudotime construction. Heatmap for pseudotime associated genes were generated and clusters of genes were selected for downstream functional enrichment analysis.

### Statistical analyses

Statistical analysis was conducted with GraphPad Prism and R. Unless indicated otherwise, data were expressed as means ± SD or SEM. One-way analysis of variance (ANOVA) was used for multiple group comparisons. Proportion test function (“prop.test”) in R was used for cell proportion test. Differences in survival were determined on the basis of Kaplan-Meier survival analysis. Adjusted *P* values less than or equal to 0.05 were considered statistically significant (*, *p* ≤ 0.05; **, *p* ≤ 0.01).

### Data and code availability

The accession number for the scRNA-seq data reported in this paper is GEO: GSE150675. Analysis for such data can be available upon request.

## Supplementary Material

Supplementary figures and table. Click here for additional data file.

## Figures and Tables

**Figure 1:**
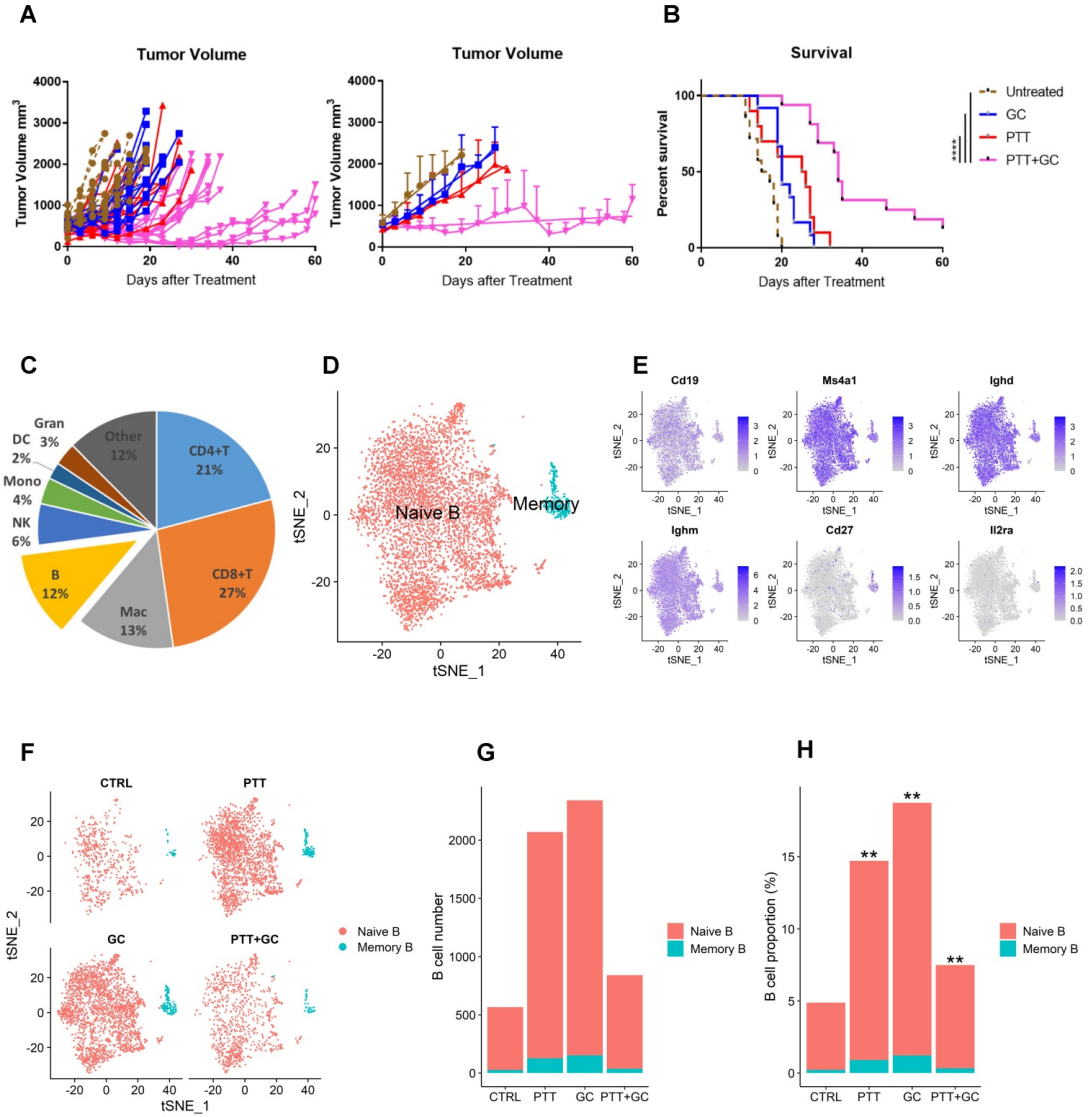
** Analysis of tumor-infiltrating B cells in different treatment groups (Control, PTT only, GC only, and PTT+GC). (A)** Individual and mean tumor size of mice following different treatments. Days after treatment up to 60 were selected for measuring the tumor volume. **(B)** Survival rates of tumor-bearing mice in different treatment groups. Log-rank (Mantel-Cox) test was used for statistical analysis. Days after treatment up to 60 were selected for measuring the mice survival. **(C)** Pie chart showing the proportions of different immune cell types in MMTV-PyMT tumors (combining all groups). B cells, consisting of 12% of total immune cells, were analyzed in this study. Mac: macrophages; NK: natural killer cells; Mono: monocytes; DC: dendritic cells; Gran: granulocytes. **(D)** Two-dimensional visualization of single-cell clusters using method of t-distributed Stochastic Neighbor Embedding (t-SNE) for B cells from all treatment groups. B cells were classified into naïve B and memory B cells. **(E)** Feature plots (t-SNE) showing expressions of major genes that identify tumor-infiltrating B cells, including *Cd19*, *Ms4a1*, *Ighd*, *Ighm*, *Cd27*, and *Il2ra*. **(F)** t-SNE plots of B cells in different treatment groups (CTRL, PTT, GC, and PTT+GC). **(G)** Number of naïve and memory B cells in each treatment group. **(H)** Proportion of naïve and memory B cells among all immune cells in each treatment group, in comparison with CTRL group (**: *p*<0.01). The number of B cells in each treatment group was divided by the number of all tumor-infiltrating CD45^+^ immune cells in the same treatment group.

**Figure 2:**
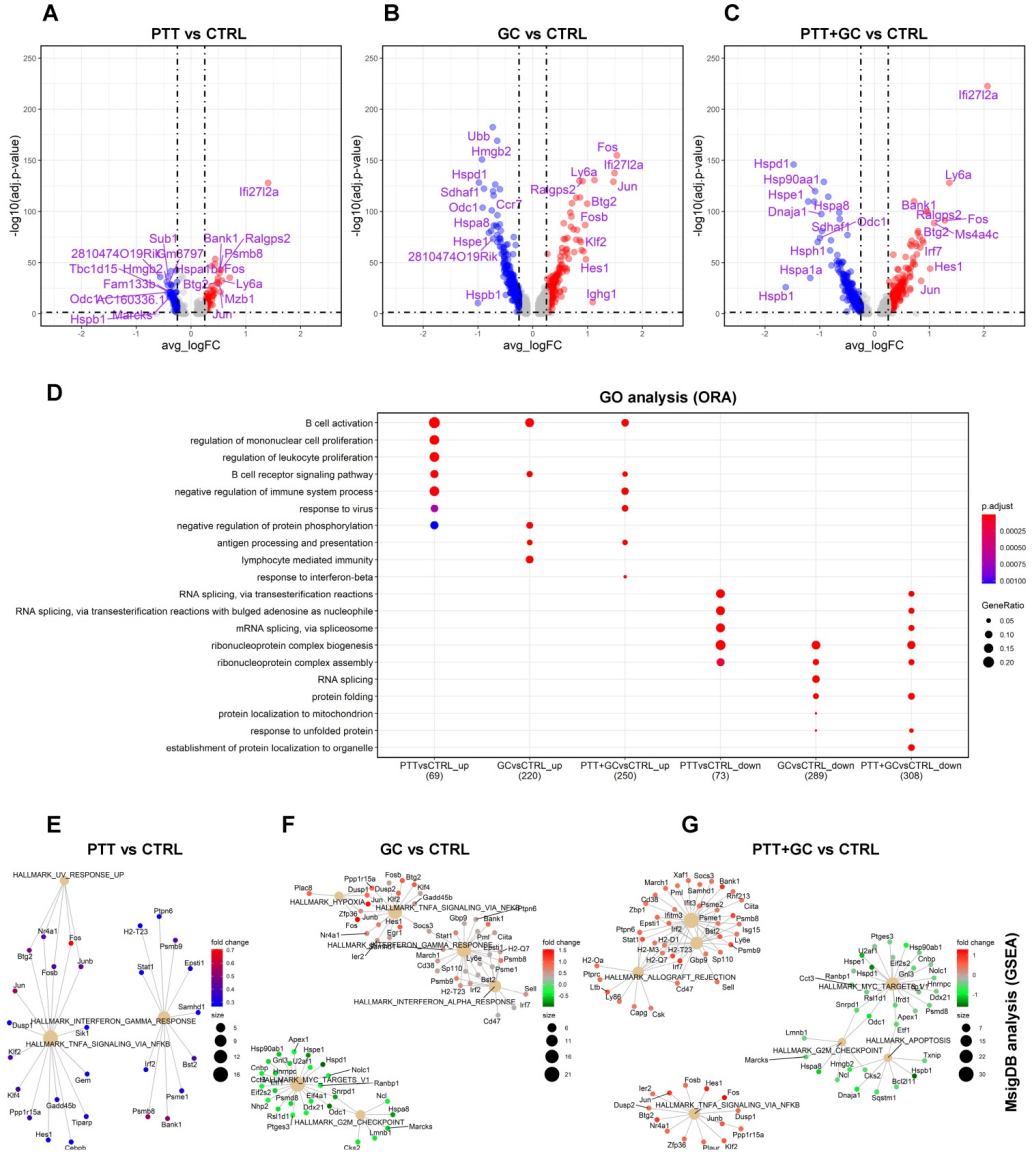
** Differential gene expression and pathway enrichment analysis for tumor-infiltrating B cells. (A)** Volcano plot showing differential gene expression comparing PTT with CTRL (PTT vs CTRL). Top 10 upregulated and downregulated genes are labeled. **(B)** Volcano plot showing differential gene expression comparing GC with CTRL. **(C)** Volcano plot showing differential gene expression comparing PTT+GC with CTRL. **(D)** Dot plot showing biological process (BP) of gene ontology (GO) analysis using over-representation analysis (ORA) method for both upregulated (up) and downregulated (down) genes for PTT vs CTRL, GC vs CTRL, and PTT+GC vs CTRL. **(E)** Network plot showing gene set enrichment analysis (GSEA) for DEGs from PTT vs CTRL using MsigDB hallmark gene sets. **(F)** Network plot showing the GSEA for DEGs from GC vs CTRL. **(G)** Network plot showing the GSEA for DEGs from PTT+GC vs CTRL.

**Figure 3:**
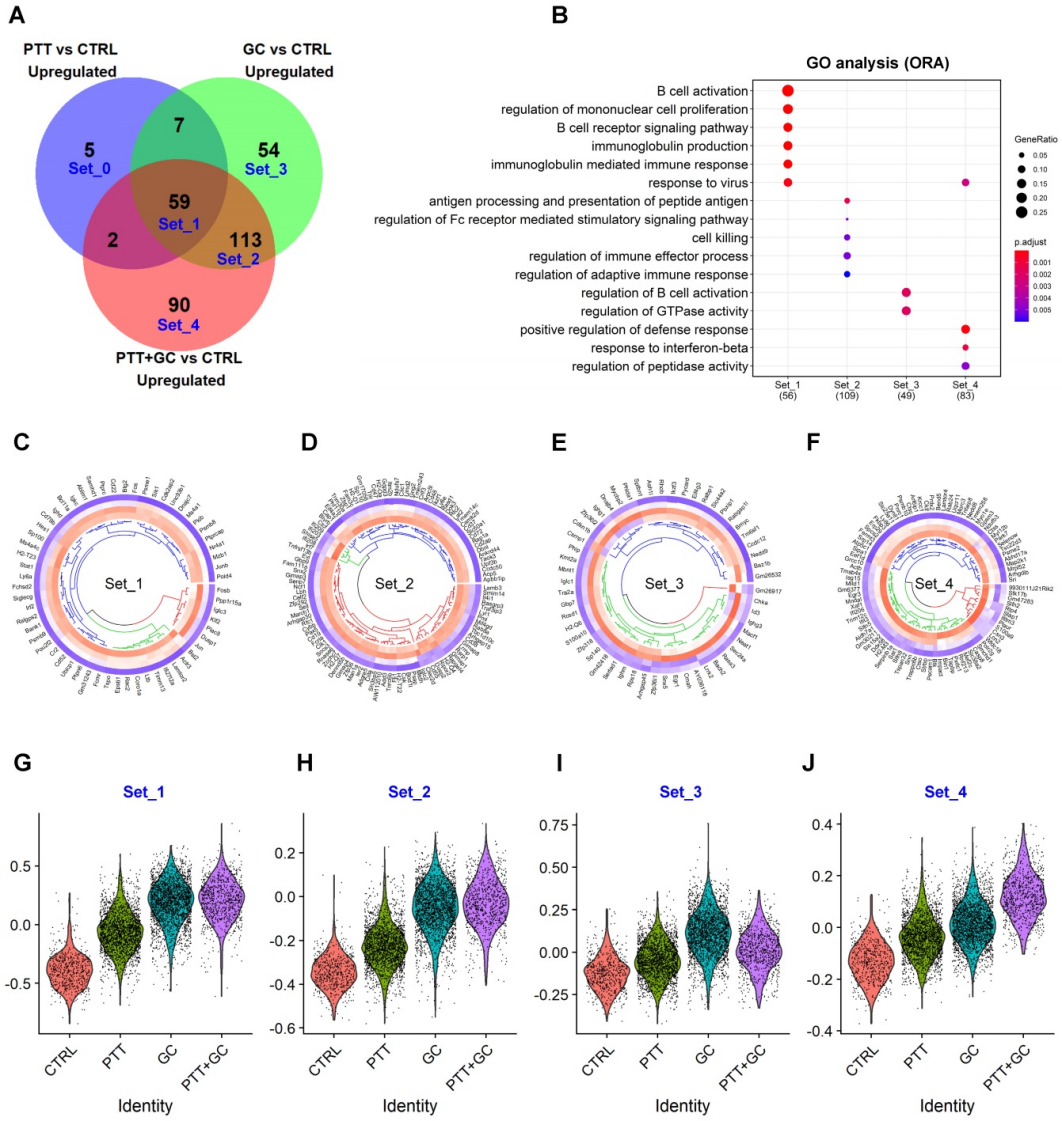
** Overlapping of treatment-upregulated genes. (A)** Venn diagram showing upregulated genes from comparisons of PTT vs CTRL, GC vs CTRL, and PTT+GC vs CTRL. Five gene sets, from Set_0 to Set_4, are labeled. **(B)** Dot plot for BP of GO analysis of genes in Set_1 to Set_4. **(C)** Circular heatmap showing the expression of genes from upregulated set 1 (Set_1) in each treatment group. Heatmap columns for groups of CTRL, PTT, GC and PTT+GC were arranged from outside to inside. Higher expression was colored in red while lower in blue. **(D)** Circular heatmap showing the expression of genes from upregulated set 2 (Set_2) in each treatment group. **(E)** Circular heatmap showing the expression of genes from upregulated set 3 (Set_3) in each treatment group. **(F)** Circular heatmap showing the expression of genes from upregulated set 4 (Set_4) in each treatment group. **(G)** Violin plot showing relative gene signature scores from Set_1 in each treatment group. **(H)** Violin plot showing relative gene signature scores from Set_2 in each treatment group. **(I)** Violin plot showing relative gene signature scores from Set_3 in each treatment group. **(J)** Violin plot showing relative gene signature scores from Set_4 in each treatment group.

**Figure 4:**
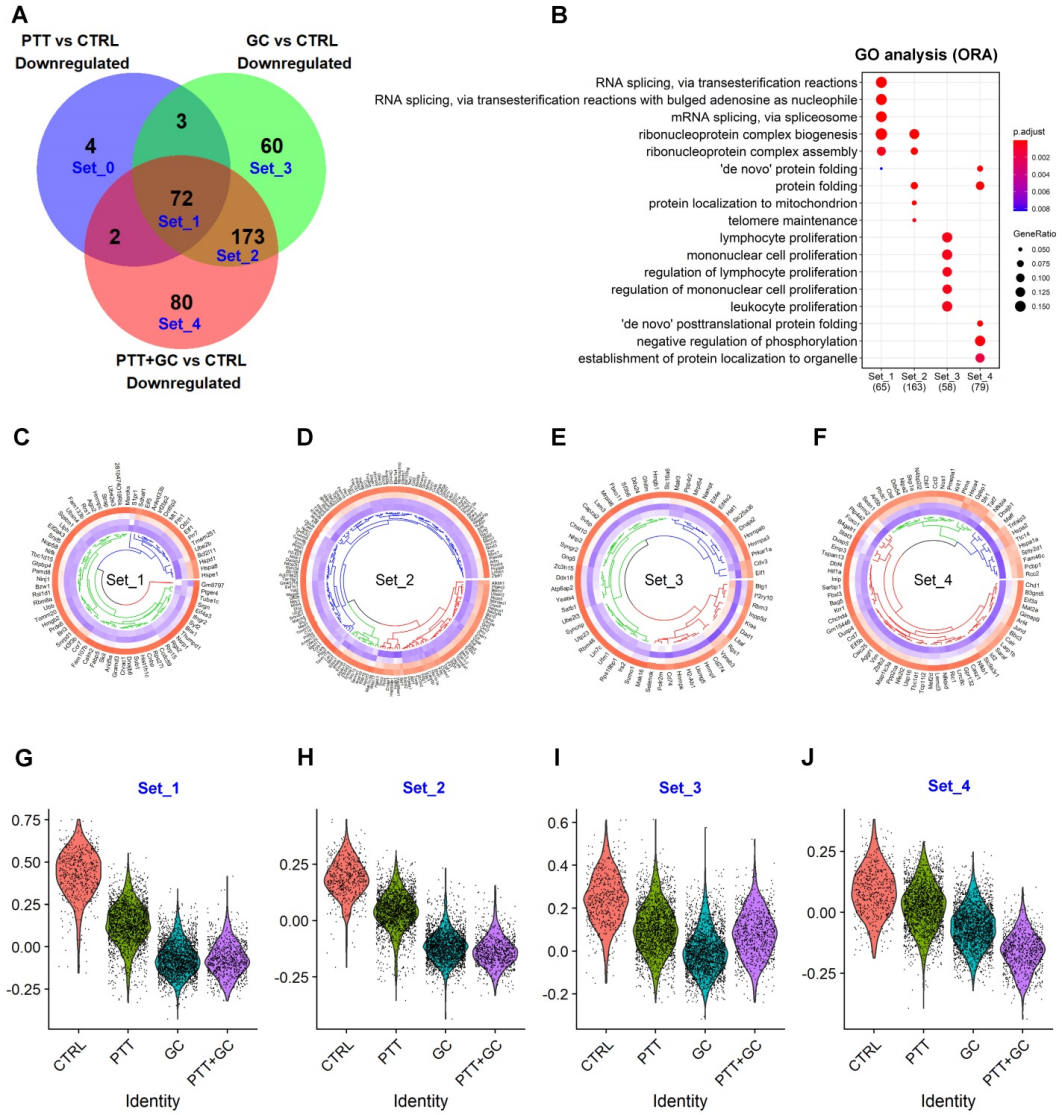
** Overlapping of treatment-downregulated genes. (A)** Venn diagram showing downregulated genes from comparisons of PTT vs CTRL, GC vs CTRL and PTT+GC vs CTRL. Five gene sets, from Set_0 to Set_4, were labeled. **(B)** Dot plot for BP of GO analysis of genes in Set_1 to Set_4. **(C)** Circular heatmap showing the expression of genes from downregulated set 1 (Set_1) in each treatment group. Heatmap columns for groups of CTRL, PTT, GC and PTT+GC were arranged from outside to inside. Higher expression was colored in red while lower in blue. **(D)** Circular heatmap showing the expression of genes from downregulated set 2 (Set_2) in each treatment group. **(E)** Circular heatmap showing the expression of genes from downregulated set 3 (Set_3) in each treatment group. **(F)** Circular heatmap showing the expression of genes from downregulated set 4 (Set_4) in each treatment group. **(G)** Violin plot showing relative gene signature scores from Set_1 in each treatment group. **(H)** Violin plot showing relative gene signature scores from Set_2 in each treatment group. **(I)** Violin plot showing relative gene signature scores from Set_3 in each treatment group. **(J)** Violin plot showing relative gene signature scores from Set_4 in each treatment group.

**Figure 5:**
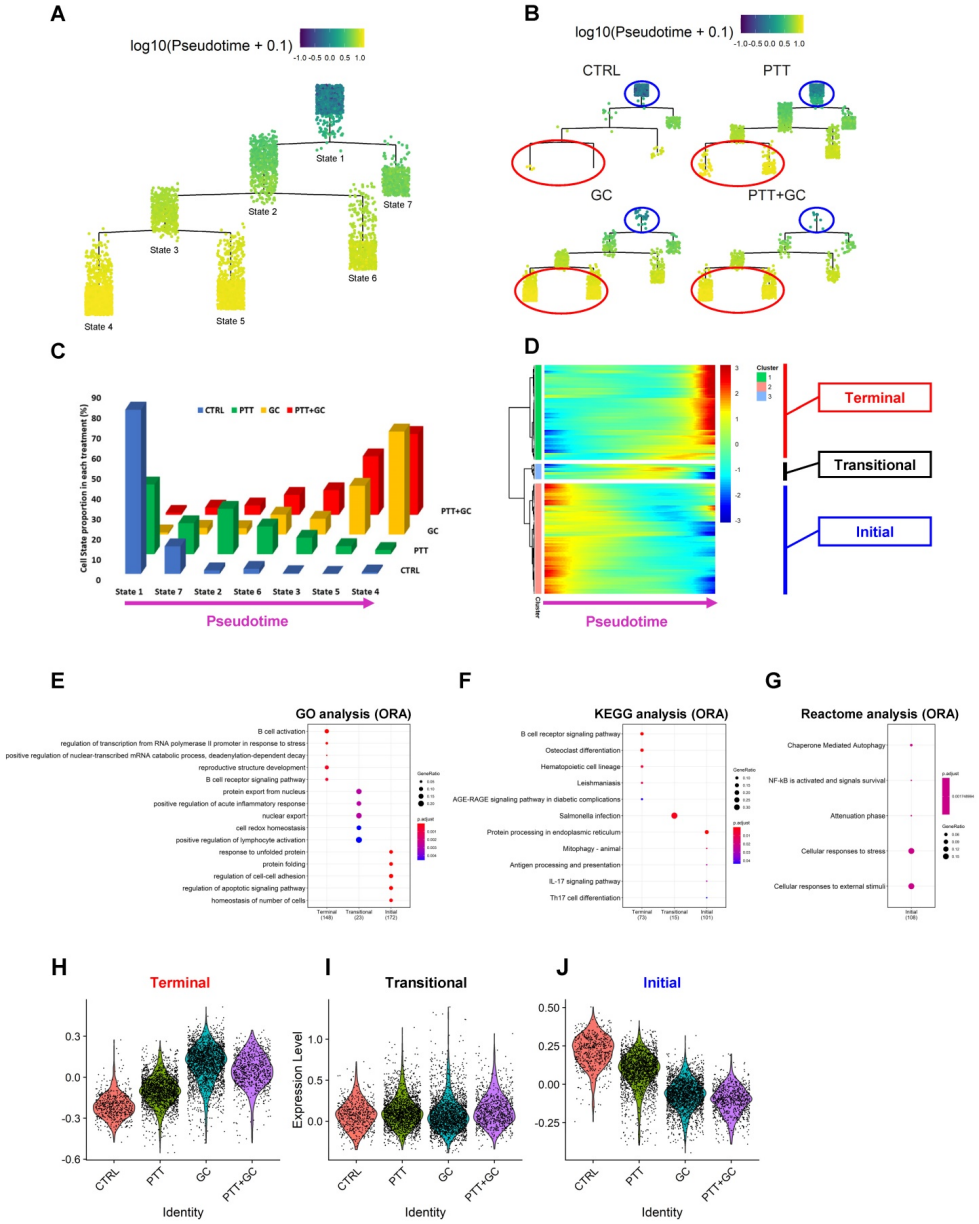
** Identification of GC/PTT+GC driven cell states, transcriptional signatures, and functional enrichment, by single-cell trajectory inference. (A)** Cell states following pseudotime in B cell trajectory. Pseudotime progresses from state 1 to states 2/7 to states 3/6 and finally to states 4/5. **(B)** Cell states in B cell trajectory for different treatment groups. Blue circles showed state 1 and red circles showed states 4 and 5. **(C)** Three-dimensional column plot showing distribution of cells in different states for each treatment group. Horizontal axis represents pseudotime progression. In CTRL and PTT groups, there is a decreasing pattern of cell state proportions, while in GC and PTT+GC groups there is an increasing pattern of cell state proportions. **(D)** Heatmap showing expression of genes along the pseudotime progression from left (state 1) to right (states 4/5). Genes were classified into 3 clusters according to their expression dynamics. Genes with expression patterns of “Terminal” (red), “Transitional” (black) and “Initial” (blue) are labeled. **(E)** Dot plot of the GO analysis using ORA method for genes with patterns of “Terminal”, “Transitional” and “Initial” along pseudotime progression. **(F)** Dot plot of the KEGG analysis using ORA method for genes with patterns of “Terminal”, “Transitional” and “Initial” along pseudotime progression. **(G)** Dot plot of Reactome analysis using ORA method for genes with patterns “Terminal”, “Transitional” and “Initial” along pseudotime progression. Only enrichment for “Initial” pattern was obtained. **(H)** Violin plot showing gene signature scores for “Terminal” genes in each treatment group. **(I)** Violin plot showing gene signature scores for “Transitional” genes in each treatment group. **(J)** Violin plot showing gene signature scores for “Initial” genes in each treatment group.

**Figure 6:**
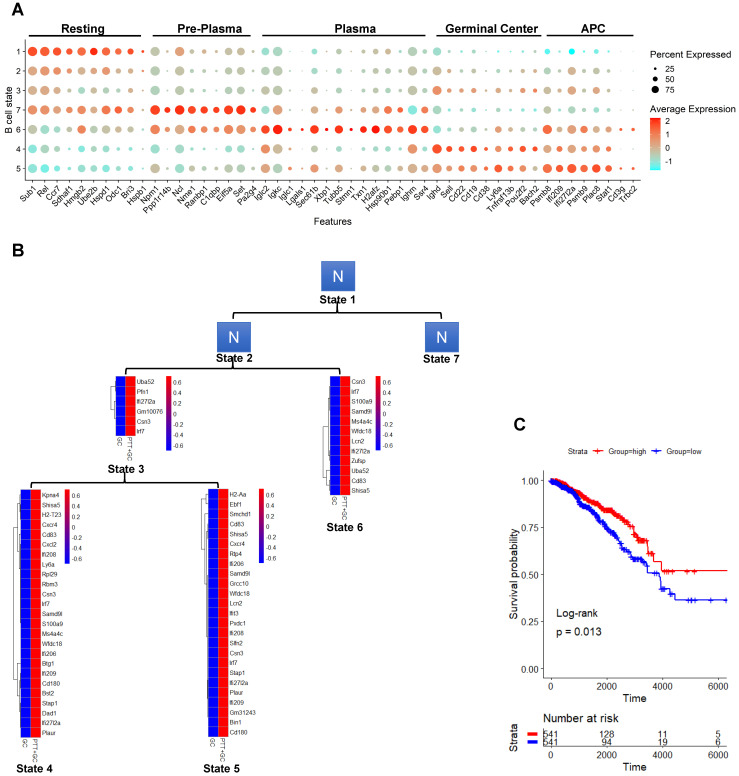
** Identification of B cell states, higher pro-inflammatory effect by PTT+GC versus GC, and association of PTT+GC specifically upregulated genes with breast cancer patient survival. (A)** Dot plot showing expression of B cell state marker genes. States were arranged along the pseudotime. B cells were identified as “Resting”, “Pre-Plasma”, “Plasma”, “Germinal Center” and “APC”. **(B)** Heatmaps showing the upregulated genes from comparison of PTT+GC vs GC in B cell states 3, 6, 4 and 5. These upregulated genes were not found in states 1, 2, and 7 (shown as N). **(C)** Kaplan-Meier plots showing the significant difference in survival time (days) between breast cancer patients in groups with “high” and “low” expressions of PTT+GC vs GC-derived upregulated genes from (B). Patient groups were stratified by the median of enrichment score calculated by gene set variation analysis (GSVA). Log-rank method was used for statistical analysis.

## Abbreviations

CTRL: control
PTT: photothermal therapy
GC: N-dihydrogalactochitosan
LAIT: localized ablative immunotherapy
MMTV-PyMT: mouse mammary tumor virus-polyoma middle tumor-antigen
scRNA-seq: single-cell RNA sequencing
TILs: tumor-infiltrating lymphocytes
TIBs: tumor-infiltrating B cells
TME: tumor microenvironment
IFN-γ: interferon-γ
TNFα: tumor necrosis factor-α
t-SNE: t-distributed stochastic neighbor embedding
DEGs: differentially expressed genes
ES: enrichment score
GO: gene ontology
ORA: over-representation analysis
GSEA: gene set enrichment analysis
GSVA: gene set variation analysis
KEGG: kyoto encyclopedia of genes and genomes
MsigDB: Molecular Signatures Database

# Supplementary material for: Antigen presentation and interferon signatures in B cells driven by localized ablative cancer immunotherapy correlate with extended survival
**Source:** Theranostics. 2022 Jan 1;12(2):639–56. doi: 10.7150/thno.65773
**Supplement:** Supplementary file 1 — Supplementary figures and table.

## Supplemental Figure Legends

### **Figure S1. Schematic of treatment and analysis pipeline for tumor-infiltrating B cells (related to Figure 1).**

- (A) Schematic of MMTV-PyMT tumor implantation, treatment, and data analysis in mice.
- (B) Schematic of analysis flowchart for tumor-infiltrating B cells. DGE: differential gene expression
- (C) Dot plot showing the expression of *Cd40* in B cells, *Cd40lg* in conventional CD4T (CD4Tconv) cells, and *Cd274*(PD-L1) in B cells.

### **Figure S2. Differential gene expression and pathway enrichment analysis for tumor-infiltrating B cells (related to Figure 2).**

- (A) Dot plot showing KEGG enrichment analysis using ORA method for both upregulated and downregulated genes from comparisons of PTT vs CTRL, GC vs CTRL and PTT+GC vs CTRL.
- (B) Dot plot showing Reactome enrichment analysis using ORA method for both upregulated and downregulated genes from comparisons of PTT vs CTRL, GC vs CTRL and PTT+GC vs CTRL.
- (C) Network plot of the KEGG enrichment analysis using GSEA method for DEGs from GC vs CTRL.
- (D) Network plot of the KEGG enrichment analysis using GSEA method for DEGs from PTT+GC vs CTRL.
- (E) Network plot of the Reactome enrichment analysis using GSEA method for DEGs from GC vs CTRL.
- (F) Network plot of the Reactome enrichment analysis using GSEA method for DEGs from PTT+GC vs CTRL.

**Figure S3. Overlapping of treatment-upregulated genes (related to Figure 3).**

(A) Dot plot for MsigDB enrichment analysis of genes in Set\_1 to Set\_4 (enrichment of Set\_3 not found).

(B) Dot plot for KEGG enrichment analysis of genes in Set\_1 to Set\_4 (enrichment of Set\_3 not found).

(C) Dot plot for Reactome enrichment analysis of genes in Set\_1 to Set\_4 (enrichment of Set\_3 and Set\_4 not found).

(D) Dot plot of the expression of PTT+GC-specific upregulated genes in Set\_4. These genes are involved in pathways of TLR, APC, IFN, cell survival, favorable prognosis, and metabolism (Table S1).

**Figure S4. Overlapping of treatment-downregulated genes (related to Figure 4).**

(A) Dot plot for MsigDB enrichment analysis of genes in Set\_1 to Set\_4.

(B) Dot plot for KEGG enrichment analysis of genes in Set\_1 to Set\_4.

(C) Dot plot for Reactome enrichment analysis of genes in Set\_1 to Set\_4 (enrichment of Set\_3 not found).

(D) Dot plot of the expression of PTT+GC-specific downregulated genes (Set\_4). These genes are involved in pathways of negative regulation of APC, IFN, cell death and prognosis (Table S1).

**Figure S5. Identification and enrichment analysis of differentially expressed genes in B cells from comparing activated cell states (states 4 and 5) with inactivated (state 1) (related to Figure 5).**

(A) Volcano plot for both upregulated and downregulated differentially expressed genes (DEGs) from comparison of activated cell states (states 4 and 5) with inactivated state (state 1). Top 10 upregulated and downregulated genes are labeled.

(B) Dot plot of the GO enrichment analysis for DEGs using ORA method.

- (C) Dot plot of the KEGG enrichment analysis for DEGs using ORA method.
- (D) Dot plot of the Reactome enrichment analysis for DEGs using ORA method.
- (E) Network plot of MsigDB hallmark gene sets enrichment analysis for DEGs using GSEA method.
- (F) Network plot of KEGG enrichment analysis for DEGs using GSEA method.
- (G) Network plot of Reactome enrichment analysis for DEGs using GSEA method.

**Figure S6. Association of PTT+GC vs GC-derived downregulated genes with breast cancer patient survival (related to Figure 6).**

- (A) Flowchart for analyzing overall survival of breast cancer patient using GSVA method.
- (B) Kaplan–Meier plots showing the insignificant difference in survival time (days) between breast cancer patients in groups with “high” and “low” expression of PTT+GC vs GC-derived downregulated genes. Patient groups were stratified by the median of enrichment score calculated by GSVA. Log-rank method was used for statistical analysis.

**Table S1. Collection of reported functions for PTT+GC specifically upregulated and downregulated genes.**

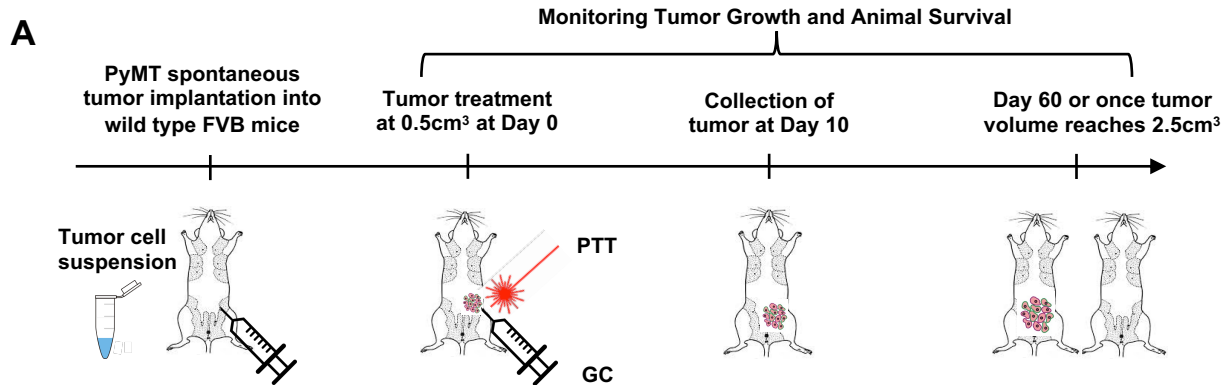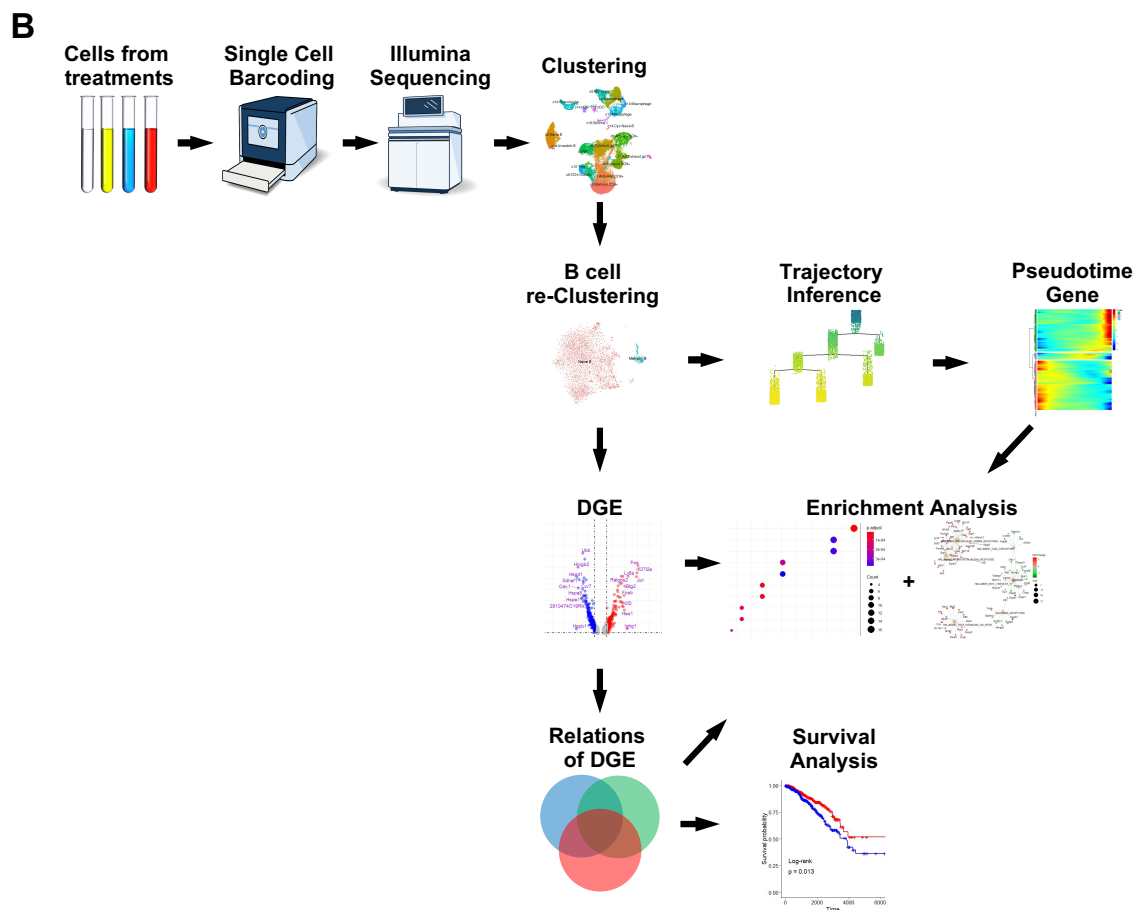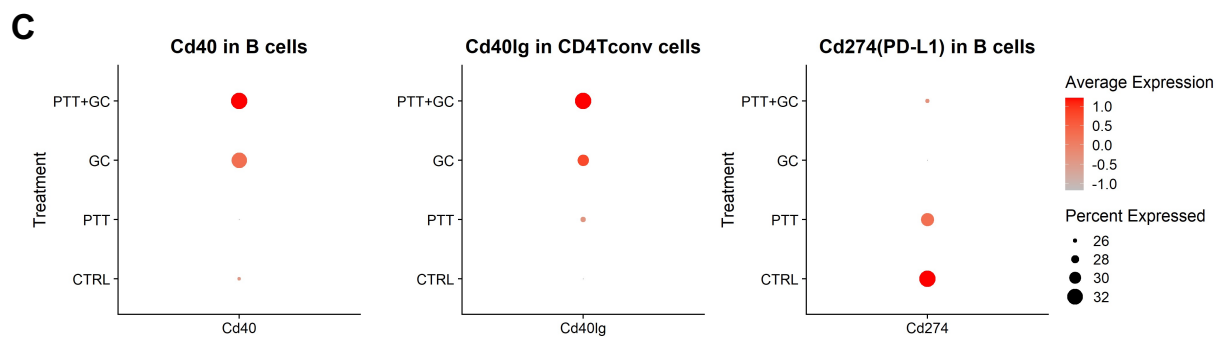

**Figure S1.**

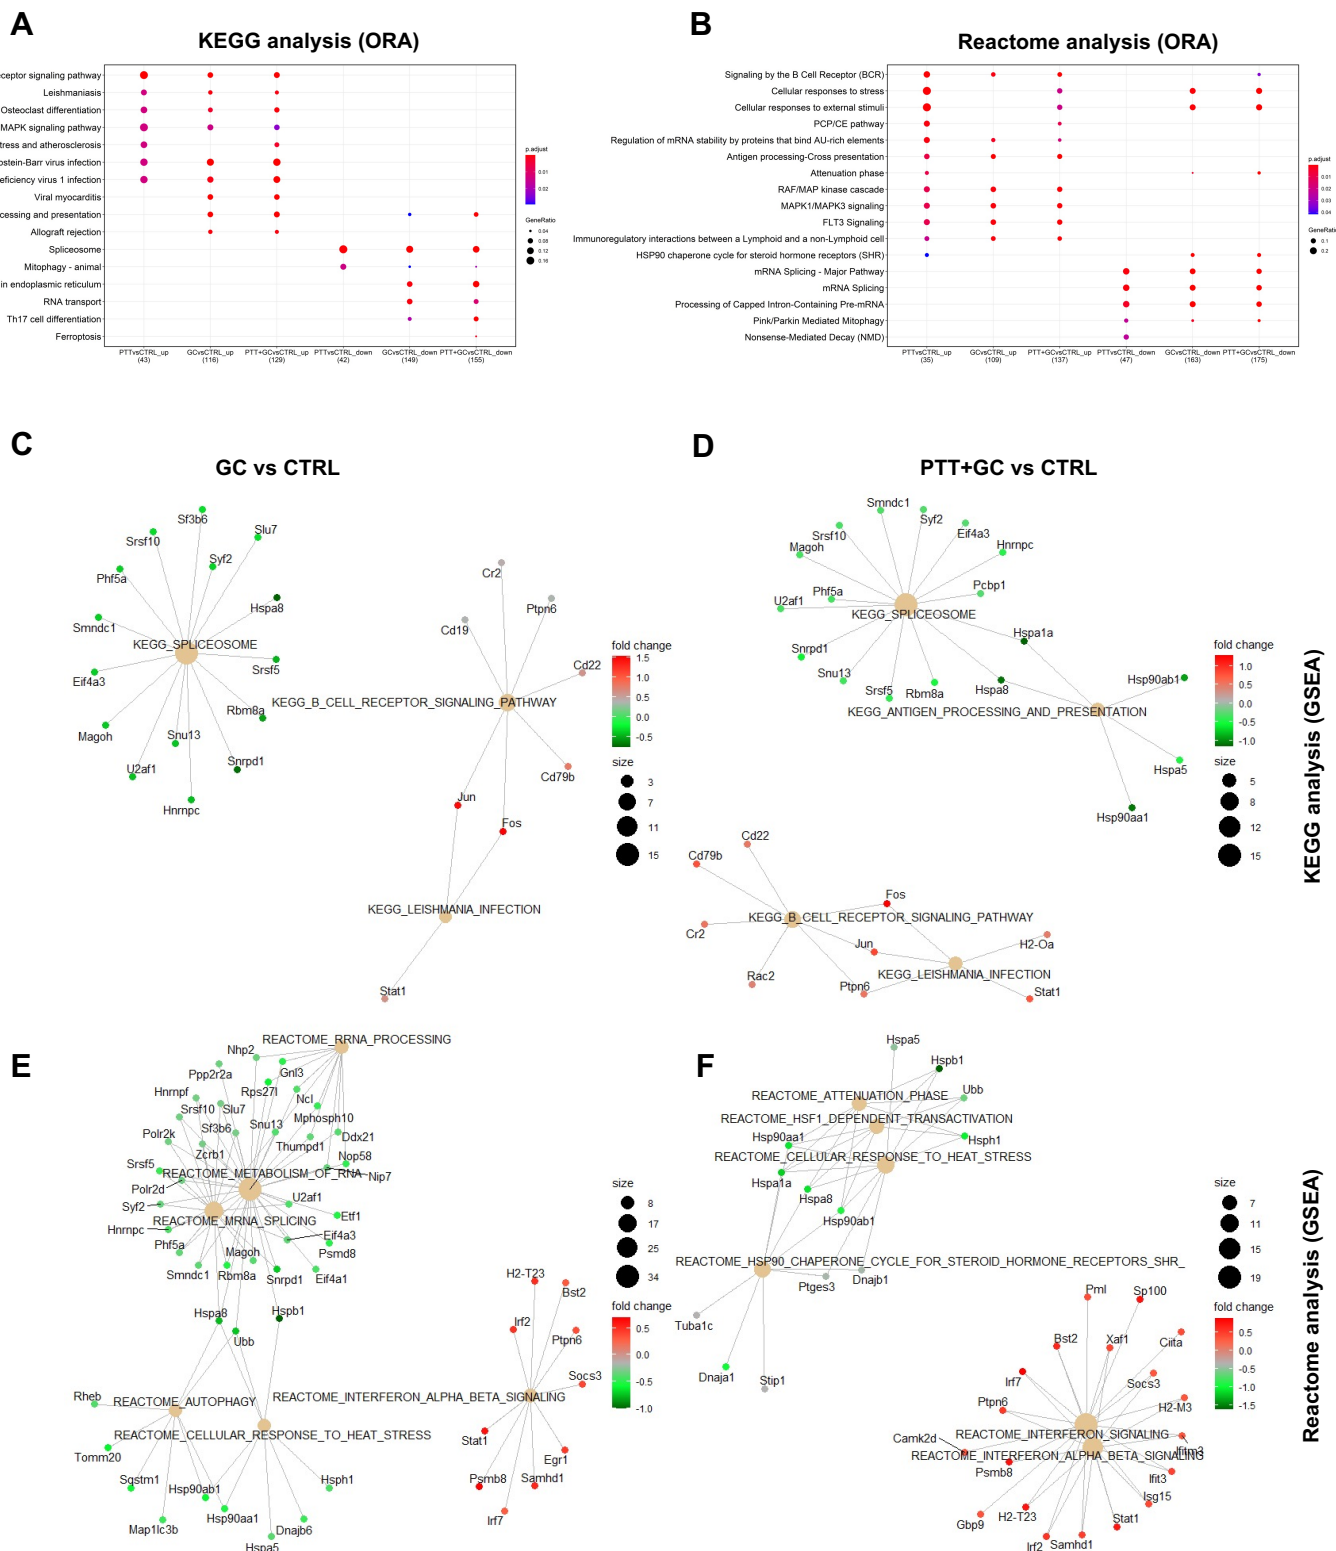

**Figure S2.**

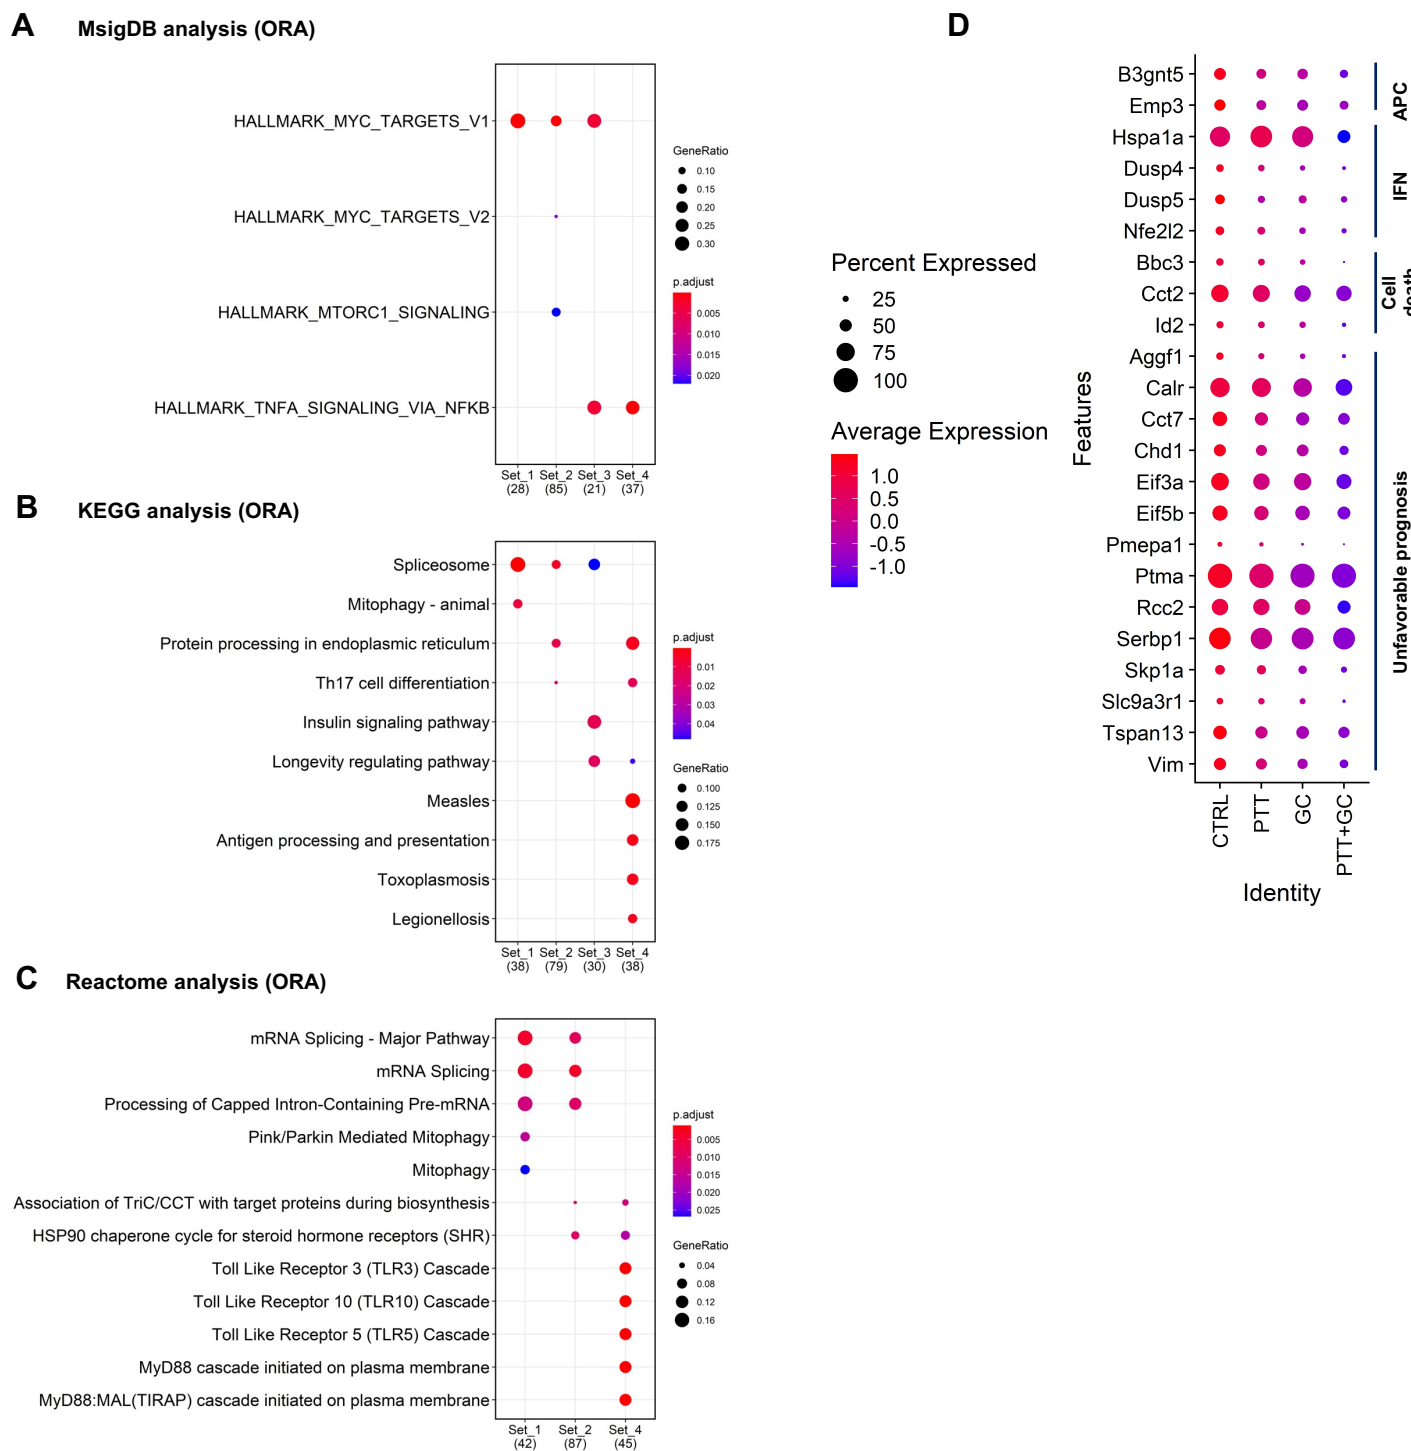

Figure S4.

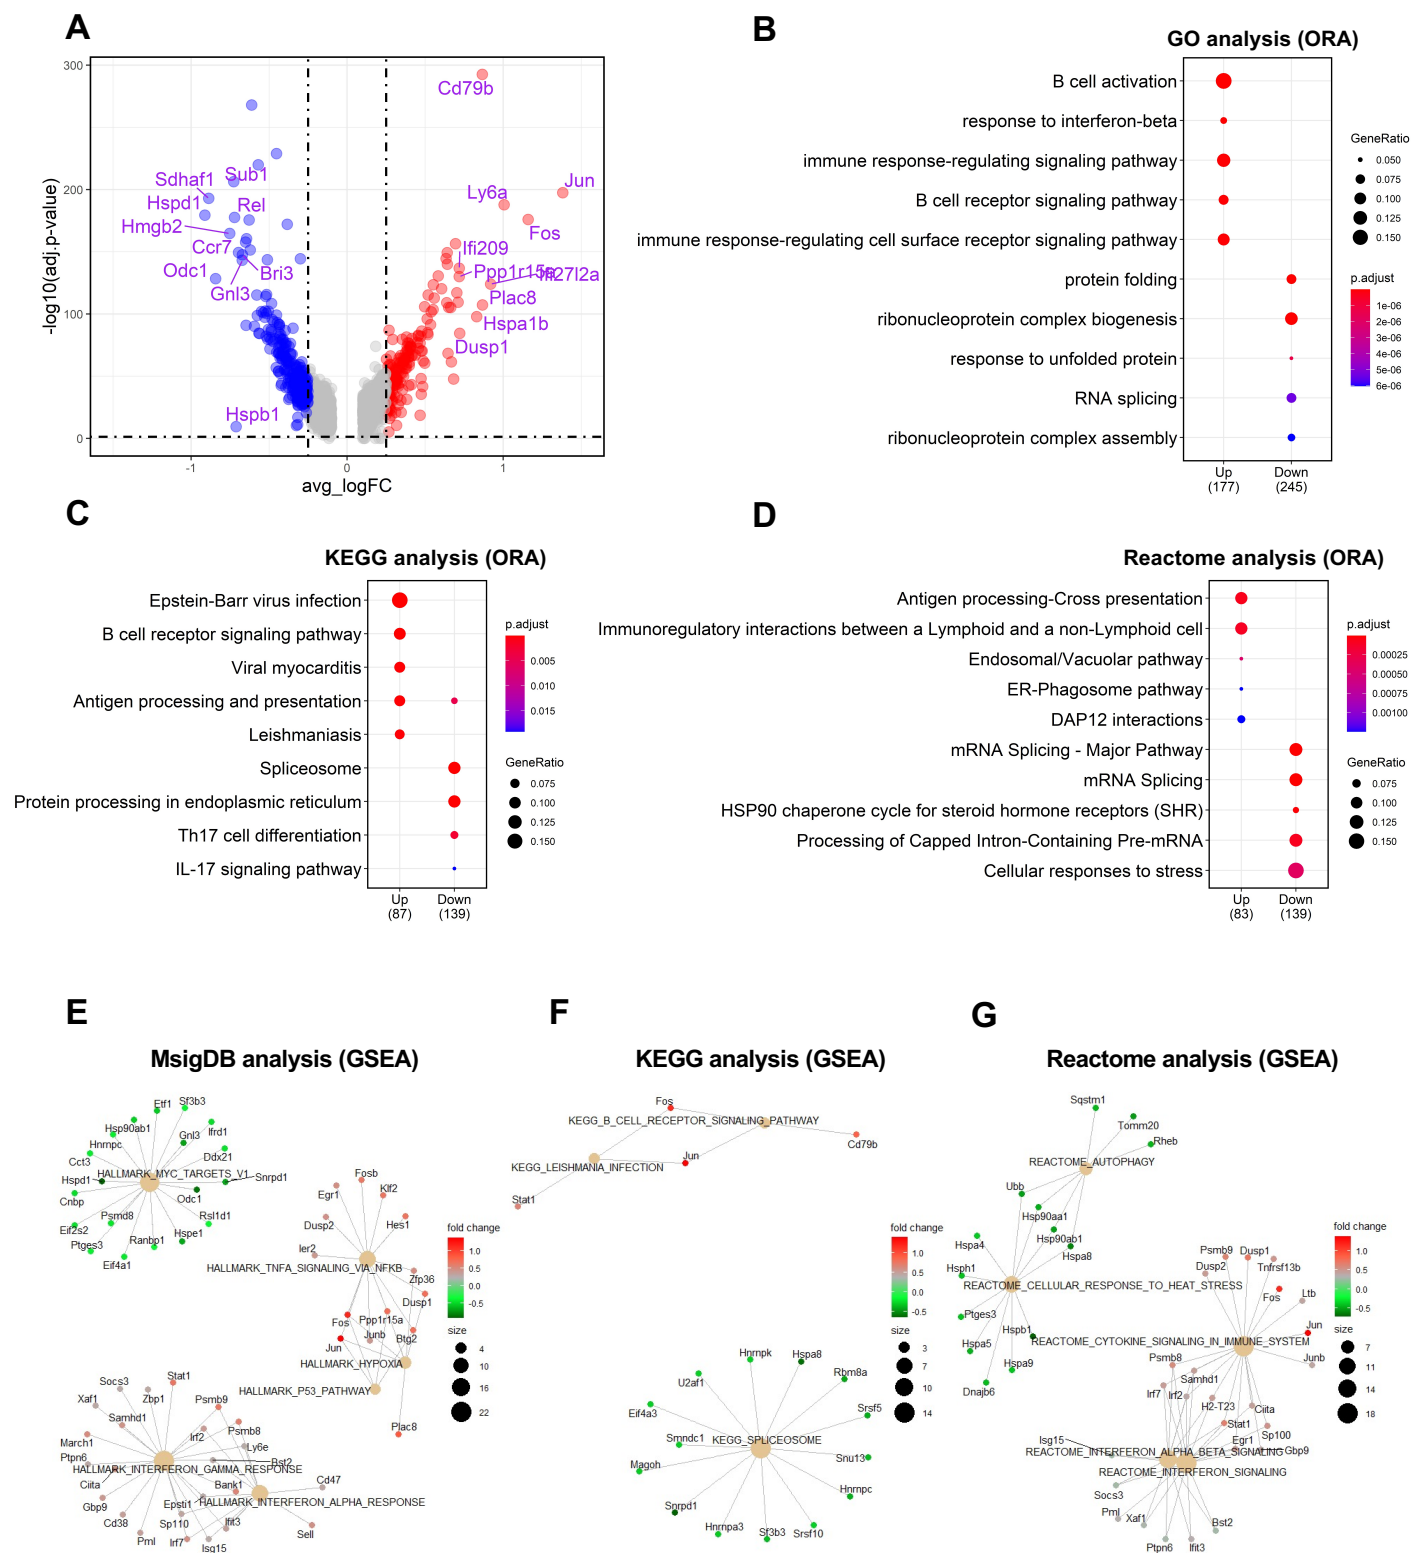

**Figure S5.**

**A**

**Flowchart of overall survival analysis using GSVA**

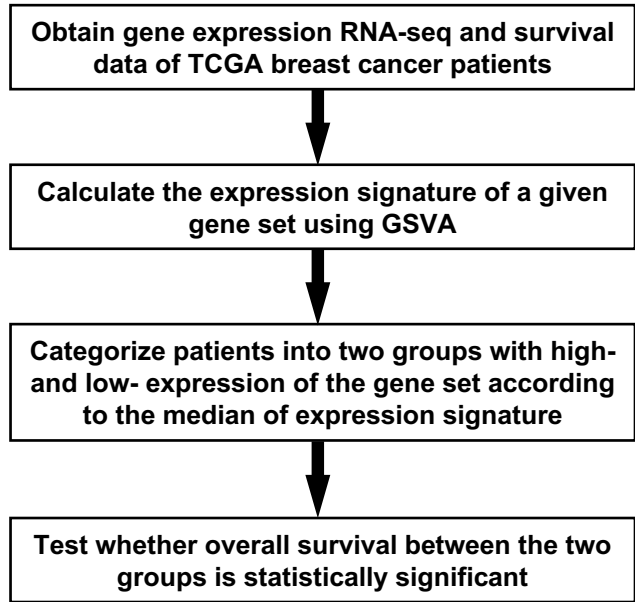

**B**

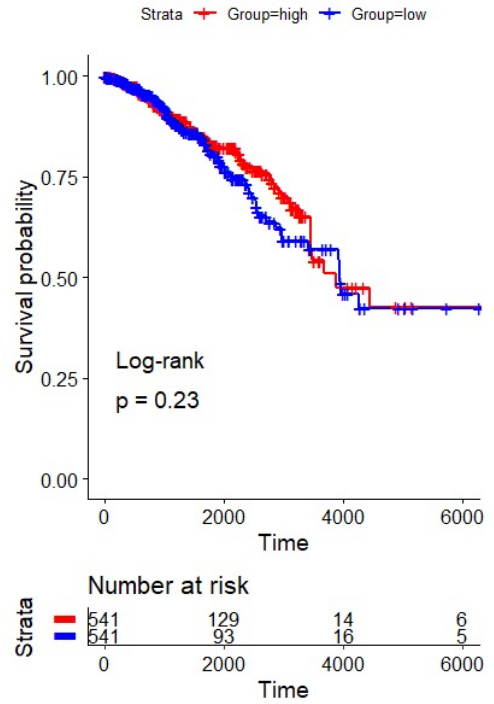

**Figure S6.**

| Function                                              | Gene            | Reference                                                                                                                                                                                            | Description                                                                                                                                                                                             |
|-------------------------------------------------------|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Toll-like receptors cascades                          | Btk             | <a href="https://dx.doi.org/10.3389%2Ffimmu.2017.01986">https://dx.doi.org/10.3389%2Ffimmu.2017.01986</a>                                                                                            | Btk mediates pre-BCR or BCR downstream signals in B cells. It activates the MAPK cascade and realizes its biological functions by regulating the activity of transcription factors such as NF-KB.       |
|                                                       | Casp8           | <a href="https://dx.doi.org/10.1371%2Fjournal.ppat.1005910">https://dx.doi.org/10.1371%2Fjournal.ppat.1005910</a>                                                                                    | Caspase-8 enzymatic activity regulates gene expression in response to bacterial infection as well as TLR signaling independently of apoptosis.                                                          |
|                                                       | Ctss            | <a href="https://doi.org/10.1016/j.ccell.2020.03.016">https://doi.org/10.1016/j.ccell.2020.03.016</a>                                                                                                | CTSS regulates antigen processing and communication with CD4 + Tfh cells                                                                                                                                |
|                                                       | Ly86/MD-1       | <a href="https://doi.org/10.1182/blood.v99.5.1699">https://doi.org/10.1182/blood.v99.5.1699</a>                                                                                                      | Lymphocyte antigen 86 may cooperate with CD180 and TLR4 to mediate the innate immune response to bacterial lipopolysaccharide (LPS) and cytokine production.                                            |
|                                                       | Mef2c           | <a href="https://dx.doi.org/10.1038%2Fni.1609">https://dx.doi.org/10.1038%2Fni.1609</a>                                                                                                              | We have identified Mef2c as a transcriptional effector of BCR signaling required for B cell activation and normal antibody responses.                                                                   |
|                                                       | S100a9          | <a href="https://doi.org/10.4049/jimmu.nol.1402301">https://doi.org/10.4049/jimmu.nol.1402301</a>                                                                                                    | Proinflammatory Proteins S100A8/S100A9 Activate NK Cells via Interaction with RAGE.                                                                                                                     |
| Antigen processing (-cross)/and presentation pathways | Psmb10          | <a href="https://doi.org/10.1016/j.redox.2018.02.022">https://doi.org/10.1016/j.redox.2018.02.022</a>                                                                                                | LMP10 is a positive regulator of NF-kB signaling.                                                                                                                                                       |
|                                                       | Psme2 (PA28)    | <a href="https://doi.org/10.1016/s0161-5890(02)00099-8">https://doi.org/10.1016/s0161-5890(02)00099-8</a>                                                                                            | PA28 selectively up-regulates the presentation of viral MHC class I epitopes.                                                                                                                           |
|                                                       | Tapbp (Tapasin) | <a href="https://doi.org/10.1002/immu.200390029">https://doi.org/10.1002/immu.200390029</a>                                                                                                          | Tapasin is not only required for stabilization of TAP but also for optimization of the spectrum of bound peptides                                                                                       |
| Interferon signaling                                  | Ifit3           | <a href="https://doi.org/10.4049/jimmu.nol.1100963">https://doi.org/10.4049/jimmu.nol.1100963</a><br><a href="https://doi.org/10.3389/fmolb.2019.00148">https://doi.org/10.3389/fmolb.2019.00148</a> | Our study characterizes IFIT3 as an important modulator in innate immunity.<br>Interferon-induced protein with tetratricopeptide repeats (IFIT) genes are prominent interferon-stimulated genes (ISGs). |
|                                                       | Ifitm3          | <a href="https://doi.org/10.1038/s41586-020-2884-6">https://doi.org/10.1038/s41586-020-2884-6</a>                                                                                                    | IFITM3-dependent amplification of PI3K signalling, which in part acts downstream of the BCR, is critical for the rapid expansion of B cells with high affinity to antigen.                              |
|                                                       | Isg15           | <a href="https://doi.org/10.18632/oncotarget.3372">https://doi.org/10.18632/oncotarget.3372</a>                                                                                                      | We conclude that free ISG15 may have antitumor and immunoregulatory function in vivo.                                                                                                                   |
|                                                       | Xaf1            | <a href="https://doi.org/10.1038/s41419-018-0867-4">https://doi.org/10.1038/s41419-018-0867-4</a>                                                                                                    | XAF1 forms a positive feedback loop with IRF-1 to drive apoptotic stress response and suppress tumorigenesis.                                                                                           |

|                     |               |                                                                                                                         |                                                                                                                                                                                    |
|---------------------|---------------|-------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                     | Ddx58 (RIG-I) | <a href="https://doi.org/10.1038/ncomms15138">https://doi.org/10.1038/ncomms15138</a>                                   | RIG-I senses viral RNA and initiates an effective innate immune response for type I interferon production.                                                                         |
|                     | Nedd8         | <a href="https://doi.org/10.1186/s12974-019-1669-z">https://doi.org/10.1186/s12974-019-1669-z</a>                       | We present here the first evidence that the neuroinflammatory mediator IL-1beta facilitates ubiquitin ligase parkin/NEDD8 interactions.                                            |
|                     | Rnf213        | <a href="https://dx.doi.org/10.1038%2Fsrep13191">https://dx.doi.org/10.1038%2Fsrep13191</a>                             | Our data illustrate that RNF213 plays unique roles in endothelial cells for proper gene expressions in response to inflammatory signals from environments.                         |
|                     | Tmsb4x        | <a href="https://doi.org/10.1016/j.imbiod.2011.04.002">https://doi.org/10.1016/j.imbiod.2011.04.002</a>                 | Tbeta4 is regulated by IL-18 and is involved in IL-18-enhanced IFN-gamma secretion in NK cells.                                                                                    |
|                     | Trim12c       | <a href="https://doi.org/10.4049/jimmunol.1402064">https://doi.org/10.4049/jimmunol.1402064</a>                         | Trim12c stimulates type I IFN and NF-κB pathways.                                                                                                                                  |
| Cell survival       | Dynl1l        | <a href="https://dx.doi.org/10.1371%2Fjournal.pgen.1007010">https://dx.doi.org/10.1371%2Fjournal.pgen.1007010</a>       | Dynein light chain regulates adaptive and innate B cell development by distinctive genetic mechanisms.                                                                             |
|                     | Eef1d         | <a href="http://www.ncbi.nlm.nih.gov/pmc/articles/pmc6309335/">http://www.ncbi.nlm.nih.gov/pmc/articles/pmc6309335/</a> | Eef1d is a partner for CD48, a component of co-signaling receptors expressed on the cell membrane of antigen presenting cells (APCs).                                              |
|                     | Tnfaip8       | <a href="https://doi.org/10.1002/mc.22740">https://doi.org/10.1002/mc.22740</a>                                         | TNFAIP8 regulates Hippo pathway through interacting with LATS1 to promote cell proliferation.                                                                                      |
|                     | Pecam1 (CD31) | <a href="https://doi.org/10.1182/blood-2002-01-0027">https://doi.org/10.1182/blood-2002-01-0027</a>                     | Platelet endothelial cell adhesion molecule-1 (PECAM-1/CD31) acts as a regulator of B-cell development, B-cell antigen receptor (BCR)-mediated activation, and autoimmune disease. |
| Favorable Prognosis | Bin1          | <a href="https://doi.org/10.1038/onc.2017.217">https://doi.org/10.1038/onc.2017.217</a>                                 | BIN1 reverses PD-L1-mediated immune escape by inactivating the c-MYC and EGFR/MAPK signaling pathways in non-small cell lung cancer.                                               |
|                     | Erp29         | <a href="https://doi.org/10.1038/labinvest.2009.87">https://doi.org/10.1038/labinvest.2009.87</a>                       | Overexpression of endoplasmic reticulum protein 29 regulates mesenchymal-epithelial transition and suppresses xenograft tumor growth of invasive breast cancer cells.              |
|                     | Serpinb1a     | <a href="https://doi.org/10.18632/oncotarget.6956">https://doi.org/10.18632/oncotarget.6956</a>                         | Data show that high serpin B1 protein (SERPINB1) gene expression was associated with favorable tumor response and prolonged survival under cisplatin-based chemotherapy.           |

| Function                         | Gene         | Reference                                                                                                         | Description                                                                                                                                                          |
|----------------------------------|--------------|-------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| repression of antigen-presenting | B3gnt5       | <a href="https://dx.doi.org/10.1073%2Fpnas.0914298107">https://dx.doi.org/10.1073%2Fpnas.0914298107</a>           | B3gnt5 KO B cells were more sensitive to the induction of intracellular phosphorylation signals on BCR stimulation and proliferated more vigorously than WT B cells. |
|                                  |              | <a href="https://doi.org/10.1111/cns.13439">https://doi.org/10.1111/cns.13439</a>                                 | Patients with high B3GNT5 expression had a short overall survival.                                                                                                   |
|                                  | Emp3         | <a href="https://dx.doi.org/10.1097%2FMD.00000000000009538">https://dx.doi.org/10.1097%2FMD.00000000000009538</a> | High EMP3 expression might be an independent indicator of unfavorable OS in GBM.                                                                                     |
|                                  | Hspa1a       | <a href="https://doi.org/10.1007/978-94-007-5943-5_5">https://doi.org/10.1007/978-94-007-5943-5_5</a>             | Intracellular HSP70 protects the cell and restricts cytokine production                                                                                              |
| repression of IFN                | Dusp4        | <a href="https://dx.doi.org/10.1073%2Fpnas.1109797109">https://dx.doi.org/10.1073%2Fpnas.1109797109</a>           | Increased DUSP4 expression in activated T cells in the elderly in part accounts for defective adaptive immune responses.                                             |
|                                  | Dusp5        | <a href="https://dx.doi.org/10.3390%2Fijms20112710">https://dx.doi.org/10.3390%2Fijms20112710</a>                 | Dusp4 and Dusp5 inhibits MAPK and therefore restrict cytokine expression.                                                                                            |
|                                  | Nfe2l2(Nrf2) | <a href="https://dx.doi.org/10.1165%2Frcmb.2010-0321OC">https://dx.doi.org/10.1165%2Frcmb.2010-0321OC</a>         | Nrf2 knockout enhances the inflammation and T lymphocyte function.                                                                                                   |
| regulation of cell fate          | Bbc3 (PUMA)  | <a href="https://doi.org/10.1182/blood-2011-04-347096">https://doi.org/10.1182/blood-2011-04-347096</a>           | Puma is a major regulator of memory B lymphocyte survival and therefore a key molecule in the control of the immune response.                                        |
|                                  |              | <a href="https://doi.org/10.1007/s12094-013-1010-8">https://doi.org/10.1007/s12094-013-1010-8</a>                 | High expression of PUMA is associated with lymph node metastasis and invasion in gallbladder adenocarcinoma.                                                         |
|                                  | Id2          | <a href="https://doi.org/10.1073/pnas.0802550106">https://doi.org/10.1073/pnas.0802550106</a>                     | Inhibition of id2 is required for B cell lineage.                                                                                                                    |
| unfavorable prognosis            | Aggf1        | <a href="https://doi.org/10.12659/msm.903248">https://doi.org/10.12659/msm.903248</a>                             | High expression of AGGF1 predicts poor prognosis in gastric cancer patients.                                                                                         |
|                                  | Calr         | <a href="https://doi.org/10.1155/2019/8792640">https://doi.org/10.1155/2019/8792640</a>                           | Plasma calreticulin level was positively correlated with the severity of sepsis and predicted patient mortality.                                                     |
|                                  | Cct2         | <a href="https://doi.org/10.1038/s41598-019-43556-1">https://doi.org/10.1038/s41598-019-43556-1</a>               | Overexpression of other four HSPs – HSP90AA1, CCT1, CCT2, CCT6A resulted in unfavorable prognosis for breast cancer patients.                                        |
|                                  |              | <a href="https://doi.org/10.1186/1477-7819-11-143">https://doi.org/10.1186/1477-7819-11-143</a>                   | positive expression of CCT2 and PDIA3 was negatively correlated with poor postoperative patient survival and positively correlated with high mortality.              |
|                                  | Chd1         | <a href="https://doi.org/10.1007/s10620-017-4641-8">https://doi.org/10.1007/s10620-017-4641-8</a>                 | Increased CHD1L protein expression was significantly associated with poor overall survival.                                                                          |

|                         |                                                                                                           |                                                                                                                                                           |
|-------------------------|-----------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Eif5b                   | <a href="https://doi.org/10.1038/s43018-020-0056-0">https://doi.org/10.1038/s43018-020-0056-0</a>         | eIF5B overexpression, which is frequent in lung adenocarcinomas and associated with poor prognosis, is sufficient to induce PD-L1.                        |
| Pmepa1(TMEPAI)          | <a href="https://doi.org/10.1111/cas.12355">https://doi.org/10.1111/cas.12355</a>                         | TMEPAI is constitutively and highly expressed in many types of cancer and is associated with poor prognosis.                                              |
| Rcc2                    | <a href="https://doi.org/10.1158/1078-0432.ccr-16-2909">https://doi.org/10.1158/1078-0432.ccr-16-2909</a> | Patients with LUAD with higher expression of RCC2 had shorter overall survival.                                                                           |
| Serbp1                  | <a href="https://doi.org/10.1186/s13059-020-02115-y">https://doi.org/10.1186/s13059-020-02115-y</a>       | High SERBP1 expression is prevalent in GBMs and correlates with poor patient survival and poor response to chemo- and radiotherapy                        |
| Skp1a                   | <a href="https://doi.org/10.1158/1078-0432.ccr-18-3631">https://doi.org/10.1158/1078-0432.ccr-18-3631</a> | IHC analysis revealed that cytoplasmic expression of SKP1 was significantly associated with SFN positivity, tumor malignancy, and poorer patient outcome. |
| Slc9a3r1 (NHERF1/EBP50) | <a href="https://doi.org/10.18632/oncotarget.5547">https://doi.org/10.18632/oncotarget.5547</a>           | Skp1 was overexpressed in 36/64 (56.3%) of non-small cell lung cancers, and elevated Skp1 was associated with poor prognosis.                             |
| Vim (Vimentin)          | <a href="https://doi.org/10.18632/oncotarget.8751">https://doi.org/10.18632/oncotarget.8751</a>           | NHERF1 was upregulated in high grades compared with low grades. Increased NHERF1 expression was correlated with poor prognosis and poor survival.         |
|                         | <a href="https://doi.org/10.1245/s10434-019-07891-x">https://doi.org/10.1245/s10434-019-07891-x</a>       | Higher vimentin expression (p = 0.018) was associated with significantly shorter overall survival in PDAC patients.                                       |

How the deposited data were processed for this re-analysis (not part of the article)

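Single live CD45+ cells from MMTV-PyMT tumors were sequenced in 8 libraries, 2 for each of CTRL, PTT, GC and PTT+GC. The paper gives 4 mice per group, and how these mice were divided between the libraries of a group is not stated. The authors made count matrices with Cell Ranger 3.1.0 and deposited unique molecular identifier (UMI) counts per gene and cell barcode, as whole numbers without normalization. The libraries of a group were checked to be separate measurements: their profiles differed by far more than counting error, and at most 112 barcode sequences were shared by any pair of libraries.

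The libraries held 671724622 UMIs in 56393 barcodes. Genes in fewer than 5 barcodes were left out, and so were barcodes with fewer than 800 or more than 6000 genes or with over 10% mitochondrial UMIs, which left 49424 cells. These were log-normalized, and 2000 variable genes, 30 principal components and a resolution of 0.5 were used for clustering in Seurat 5.3.0. Cluster names came from lists of marker genes written before the data were examined, and a name needed at least 3 markers. Doublets were called with Scrublet in scanpy 1.11.5 within each library. Its automatic threshold called 0.473% of cells. After this value was seen, the cells with the highest scores were called instead, up to 0.8% per 1000 cells of the library. B-like cells were clustered again on their own. Naive-like and plasma-like sub-clusters were named by markers, and those with T cell genes were left without a name. No sub-cluster could be named memory-like, because the naming steps had no rule for it.

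For gene expression, the UMIs of B-like cells were summed within each library. Genes that passed edgeR's filterByExpr (10129) were scaled by TMM and fitted with 1 mean per group in edgeR 4.0.16, with a common dispersion of 0.0273 and 4 residual degrees of freedom. Contrasts were PTT vs CTRL, GC vs CTRL, PTT+GC vs CTRL, PTT+GC vs GC, the interaction of PTT and GC, and libraries with GC against those without, with PTT as a covariate. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.361, which is 0.25 on the natural log scale. On simulated counts with the same library sizes, a change of 1 on the log2 scale was recovered for 23% of genes in PTT vs CTRL, 25% in GC vs CTRL and 17.5% in PTT+GC vs CTRL, and a change of 2 for 80%, 82.5% and 79%. CTRL library 1 and PTT+GC library 2 held 14 and 35 B-like cells, and for genes with few UMIs their values carry wide counting error. Folds against a group with no UMI were computed against a floor of 3 UMIs over the group and are lower bounds.

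Genes named one by one follow a rule set before the data were examined. For each contrast between groups, these are the 5 genes with the largest log2 fold change in each direction among those called with both libraries of one group beyond both of the other, and every gene named in the paper's text or in Table S1. Genes labeled in the paper's Fig. 2 and Fig. 6 could be named but entered no test of a set. Genes of sub-clusters and of the main axis were named after their values were seen.

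Gene sets from public collections were not used here. Instead, 17 lists were written by hand before the data were examined and tested with camera (limma 3.58.1, preset correlation 0.01) over 5 contrasts, with adjustment over all 85 tests. They cover type I interferon genes (a list from the paper and a separate list), IFNγ-inducible genes, MHC class II, MHC class I and processing, BCR signaling, immediate early genes, NF-κB feedback, heat shock and chaperones, splicing, ribosome biogenesis and Myc targets, cell cycle, plasma cell differentiation, and transcripts of granulocytes, tumor epithelium, macrophages and T cells.

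Shares of cell classes were compared by exact permutation over libraries and by edgeR's quasi-likelihood test on cells per class. Wilson intervals give the counting error of each share. The trajectory of the paper was not rebuilt. In its place, principal component 1 of B-like cells, each thinned to 1500 UMIs, was averaged per library, with heat shock genes fixed at the early end, and libraries with and without GC were compared by exact permutation. Cd40lg was tested in T-like barcodes with a Cd4 UMI and none of Cd8a, Cd8b1 or Foxp3.

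Alternatives were DESeq2 1.42.0, library size scaling, no low-count filter, a replicate block, leaving out each library, other fold thresholds, a marker gate for B cells, removal of doublets or of barcodes with at least 2 UMIs of 6 T cell genes, minimums of 200 and 1200 genes, no mitochondrial limit, a resolution of 1, RPCA integration, thinning to 1500 UMIs, naive-like cells alone, fits to the 4 libraries of a contrast, FindMarkers over cells, fry, estimated correlation, and for the axis no thinning, diffusion pseudotime, or genes of stress left out. Gene locations were read from a GRCm38 annotation. Other steps used R 4.3.3, Matrix 1.6.5, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Clusters shifted by some cells with the settings of the linear algebra library, and all values come from 1 fixed setting. Survival, tumor growth and human tumor data were not analysed here. Results for some genes are not reported here.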

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

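All tests of explanations in this part were chosen after the result was seen, except those for free RNA and for handling, which were set before. In each comparison of 4 libraries, a library was taken as far from the others when its gap to the nearest library, divided by the whole range, exceeded Dixon's 95% critical value for 4 samples. Chance alone passes this limit in about 1 of 20 groups, and here 11 of 88 did. The measures overlap, because clusters and classes share cells and all shares of a library add up to the same total.

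In PTT+GC library 2, macrophage-like cells made up 16.8% of cells, against 4.47% to 5.03% in the other 3 libraries with GC, a gap of 0.955 of the range. Monocyte-like cells made up 10.5%, against 3.04% to 3.98% (gap 0.874). The 2 macrophage-like clusters showed the same, at 11.1% against 2.79% to 3.91% (gap 0.865) and at 5.72% against 1.01% to 1.68% (gap 0.859). This library had few B-like and few naive T-like cells, which raises every other share. With those cells left out, the gaps were 0.670, 0.515, 0.526 and 0.520 in the same order, all under the limit, so the loss of B-like and naive T-like cells may account for these shares being past it. The macrophage-like share was still highest in this library, at 17.1% against 6.16% to 9.75%, and a change in other cells stays open. Both libraries are of the same treatment, so the treatment does not explain their difference. Differences between the mice or the tissue sampled were not tested.

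T-like cells made up 51.5% of the cells in CTRL library 2, against 47.0% to 47.6% in the other 3 libraries without GC, a gap of 0.869 of the range. No biological explanation was tested, since CTRL library 1 had the same condition, and no technical explanation was tested for this share by itself.

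A T-like cluster of 563 cells, cluster 14, made up 9.75% of GC library 1 and between 0% and 0.278% of the other libraries with GC (gap 0.971). Of its cells, 529 came from GC library 1. It was led by Il17a, Gm156, Ube2c and Lta. Scrublet called 5.86% of its cells doublets, against 5.05% of all cells, which argues against doublets. After RPCA integration, 510 of its cells stayed together in a cluster of which 93.7% came from GC library 1, which argues against a shift of the whole library as the cause. A population of T cells in the mice of this library is a hypothesis that stays open. The same treatment in GC library 2 did not show it.

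In B-like cells, 4 gene lists had values in CTRL library 1 far below the other 3 libraries without GC, as mean log2 CPM. They were MHC class II (7.88 against 8.62 to 8.69, gap 0.913), cell cycle (1.47 against 3.53 to 3.59, gap 0.973), macrophage transcripts (2.96 against 5.27 to 5.40, gap 0.948) and T cell transcripts (1.12 against 4.62 to 5.12, gap 0.874). CTRL library 1 held 14 B-like cells. When 14 cells were drawn 100 times from CTRL library 2, the value was as low as in CTRL library 1 in 22, 19, 3 and 30 draws, in the same order. The few B-like cells in that library are a candidate explanation for these values, least so for the macrophage transcripts with 3 draws.

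The ribosome biogenesis and Myc list had a value of 5.46 in B-like cells of PTT+GC library 2, against 5.85 to 5.91 in the other libraries with GC (gap 0.856). Of 100 draws of 35 cells from PTT+GC library 1, 20 were as low. Few B-like cells in that library may account for this value. No biological explanation was tested for it, as both libraries are of the same treatment.

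The effect of PTT differed between mice with and without GC for 85 genes, by the interaction in edgeR's quasi-likelihood test. The paper reports no test of this interaction. For the largest increases, Csn3, Wfdc18 and Lcn2, free RNA of tumor epithelium is a candidate explanation: the tumor epithelium list was higher in PTT+GC than in GC by a median of 5.20 on the log2 scale in T-like cells, 6.76 in NK-like and 2.68 in macrophage-like cells, and PTT+GC libraries held most of the tumor cells. For the haemoglobin genes among the largest decreases, 99.2% of the Hbb-bs UMIs of GC lay in 13 barcodes with erythroid genes, so red blood cell barcodes are a candidate explanation. Without CTRL library 2, 0 genes were called by edgeR (804 at an unadjusted p under 0.05), and without doublets 19 were called, with DESeq2 8. A joint effect of the 2 treatments on the remaining genes stays open as a hypothesis.

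T-like, NK-like and macrophage-like cells also differed between libraries with and without GC. The test with PTT as a covariate called 1626 genes in T-like, 2350 in NK-like and 1743 in macrophage-like cells, and 1499 in B-like cells. For B-like cells, of 35 ways to split the libraries evenly, 1 gave as many calls, the real split, and the next gave 714. With so few splits, this argues against chance as the source of the B-like count but cannot exclude it. Of the genes called in B-like cells, 95.6% moved the same way in T-like, 92.9% in NK-like and 87.6% in macrophage-like cells. Each treatment was in separate libraries, so a shift of the whole library and an effect of GC on many cell types cannot be told apart for these genes. Immediate early genes are open to handling in the same way: in B-like cells their mean difference between the 2 libraries of a group was 0.27 on the log2 scale, against a range of 1.03 between group means, and in T-like, NK-like and macrophage-like cells the group means ranged over 0.77, 0.85 and 0.53. Handling and treatment cannot be told apart here, because the cells of a library were handled together.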

How the results depend on the processing

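The alternatives were set before the data were examined, except for 4: counting a cluster with germinal-centre genes as B-like, leaving out non-immune cells, and for the main axis, naive-like cells alone or doublets removed together with immediate early and heat shock genes. These 4 were chosen after the results were seen. The rule for calling doublets was also changed after Scrublet's own count was seen. The cause of the changes below was not tested unless a value is given.

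The B cell share of treated minus CTRL libraries was higher under all 17 alternatives, from 3.23 to 13.6 percentage points. With a CTRL library left out, the exact permutation test has too few arrangements to pass the threshold whatever the data, so these 2 alternatives say nothing about the side. Under the others it was not past the threshold. It was 7.65 after RPCA integration, 8.18 with a minimum of 200 genes and 8.58 with 1200, 5.02 with the marker gate, and 8.52 and 8.53 under the 2 alternatives chosen later. Of 42 values for single treatments, 37 kept direction and side. With a replicate block (paired by number, though whether the numbers pair libraries is not known), the log2 fold changes were 1.78, 2.06 and 1.48 in PTT, GC and PTT+GC. With single libraries left out, they ran from 0.45 to 6.04 in PTT, 0.79 to 6.37 in GC and -3.32 to 5.29 in PTT+GC, with the highest values, all called, without CTRL library 2. PTT+GC turned to -0.29 without CTRL library 1 and to -3.32 without PTT+GC library 1. Where a group is left with 1 library, this library is assumed to vary like the other groups.

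Counts of called genes moved with the test and with the library left out. With single libraries left out, PTT vs CTRL ran from 1 to 26 genes (78 with all libraries), GC vs CTRL from 23 to 2234 (1687), PTT+GC vs CTRL from 55 to 1477 (1526), PTT+GC vs GC from 38 to 422 (103), the interaction from 0 to 370 (85) and GC against no GC from 513 to 1549 (1499). The 0 came from edgeR without CTRL library 2, with 804 genes at an unadjusted p under 0.05. Genes called in all 3 comparisons with CTRL numbered 1 to 479 (71). Fewer libraries lower the power, and the lowest counts also rest on the 14 B-like cells of CTRL library 1. DESeq2 called 8, 234, 256, 13 and 8 genes in PTT vs CTRL, GC vs CTRL, PTT+GC vs CTRL, PTT+GC vs GC and the interaction, and 8 in all 3 comparisons. FindMarkers over cells called 155, 533, 579 and 63 in the first 4, and 133 in all 3. Thinned to 1500 UMIs, the first 5 counts were 27, 715, 577, 38 and 27, and 840 for GC against no GC. With only the 4 libraries of a comparison, PTT vs CTRL had 792, PTT+GC vs CTRL 707 and PTT+GC vs GC 67. With library size alone, PTT vs CTRL had 23 and the interaction 39. Without the low-count filter, PTT+GC vs GC had 204 and the interaction 149. The replicate block gave 195, 215 and 181 genes for PTT vs CTRL, PTT+GC vs GC and the interaction. Without barcodes with T cell UMIs, PTT vs CTRL had 168 and PTT+GC vs GC 68. Without doublets, PTT+GC vs GC had 49 and the interaction 19, and with the marker gate the interaction had 47. PTT vs CTRL had 31 genes with a minimum of 200 genes and 279 in naive-like cells alone, where the interaction had 133. A log2 threshold of 0.25, or none, left all 6 counts as they were.

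Of 85 pairs of list and comparison, camera called 52, between 45 and 53 with the other scalings, the replicate block, doublets removed or the marker gate, and 40 to 59 with single libraries left out. Fry called 2, and camera with an estimated correlation called 0, with 0.109 as its smallest adjusted p. With the marker gate, camera turned the direction of 7 pairs that were called with or without this gate. These were granulocyte transcripts in PTT vs CTRL (adjusted p = 0.0103, median log2 fold change 2.40), T cell transcripts in PTT vs CTRL (0.584, 0.21), plasma cell genes in PTT+GC vs CTRL (0.824, -0.12), in PTT+GC vs GC (0.000329, -0.39) and in the interaction (0.00337, -0.55), and cell cycle genes in PTT+GC vs GC (0.194, -0.00027) and in the interaction (0.163, 0.08).

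With single libraries left out, 6 pairs turned at least once while called with all libraries or with the smaller set. Pairs called in neither case are not counted here. Their adjusted p from camera ran from 0.0414 to 0.811 for IFNγ genes in PTT vs CTRL and from 0.000317 to 0.661 in the interaction, from 0.00316 to 0.943 for macrophage transcripts in GC vs CTRL and from 0.0229 to 0.971 in the interaction, and from 7.93e-18 to 0.0540 for plasma cell genes in PTT+GC vs GC and from 2.83e-05 to 0.950 in the interaction. Without CTRL library 2, both IFNγ pairs and macrophage transcripts in GC vs CTRL turned, with median log2 fold changes of 0.26, -0.85 and 1.74.

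In other cell classes, the rise of type I interferon genes in PTT+GC vs GC was called by camera and not by fry, which gave an adjusted p of 0.153 and 0.160 in T-like cells for the paper's list and the separate list, 0.0956 and 0.160 in NK-like cells, and 0.160 and 0.604 in macrophage-like cells. With single libraries left out, camera's adjusted p ran from 3.03e-24 to 0.111 in NK-like cells for the separate list, and in macrophage-like cells from 1.62e-05 to 0.480 for the paper's list and from 1.23e-08 to 0.254 for the separate list. The last changed direction without GC library 2 and without PTT+GC library 2 (medians -0.05 and -0.07). In PTT+GC vs CTRL, all 6 pairs kept direction and side under fry, the replicate block and each library left out.

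On the main axis, the difference between libraries with and without GC was 0.32 and ran from -0.16, without GC library 1, to 0.92 with single libraries left out. It stayed on its side of the threshold without thinning (1.32), by diffusion pseudotime (0.000754) and without immediate early and heat shock genes (0.29). It passed the threshold at 4.69 without doublets, at 4.45 without doublets and these genes, and at 4.38 in naive-like cells alone (two-sided exact permutation test, p = 0.0286 each, the smallest possible). Component 1 of all barcodes was led by T cell genes, so barcodes of B and T cells together are a candidate cause of the smaller value.

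In B-like cells, Cd274 in GC vs CTRL ran from -1.03 to -0.71 on the log2 scale with single libraries left out and was not called without CTRL library 2 (-0.80, adjusted p = 0.694) or by DESeq2 (-0.79, adjusted p = 0.211). Cd40lg in PTT+GC vs CTRL ran from 1.38 to 2.05 and was not called without CTRL library 2 (2.05, adjusted p = 0.0616), without PTT+GC library 1 (1.48, 0.121) or with the replicate block (1.67, adjusted p = 0.0772). For GC vs CTRL, DESeq2 called Cd40lg (1.38, adjusted p = 0.0235) and edgeR did not.

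For named genes, 348 pairs of gene and comparison gave 6129 values under the alternatives. Of these, 5342 stayed called in the same direction or stayed not called, 574 were no longer called, 197 became called and 16 that were called in at least 1 of the 2 cases changed direction. With the marker gate, S100a4 in PTT vs CTRL changed to -0.29 and Pmepa1 in PTT+GC vs GC to 0.38, and in naive-like cells Xbp1 in GC vs CTRL changed to -0.75 and was called (adjusted p = 0.0152). The other 13 changed with a library left out, where the log2 fold changes ran from -0.48 to 6.22 for Wfdc18, -1.81 to 6.57 for Lcn2, -7.46 to 2.27 for Ms4a4a and -16.54 to 0.74 for Hbb-bs in the interaction. For GC vs CTRL, they ran from -0.85 to 1.90 for Slc9a3r1, -0.91 to 0.97 for Nfe2l2 and -0.73 (without GC library 2, called, adjusted p = 0.0338) to 11.16 for Xbp1. In PTT+GC vs CTRL, the ranges were -2.68 to 9.27 for Pmepa1, -2.99 to 1.10 for Slc9a3r1 and -1.33 to 0.73 for Nfe2l2. In PTT+GC vs GC, they were -0.13 to 1.36 for Ifit3, -1.13 to 1.39 for Ifi206 and -1.01 to 1.08 (without GC library 2, called, adjusted p = 0.00136) for Iglc1. The cause of these changes was not tested.

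Depth limits the values of CTRL library 1 and PTT+GC library 2, whose 14 and 35 B-like cells held 63454 and 205091 UMIs over the genes tested, against at least 3117199 in every other library.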

Differences from the paper's values

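The paper's test took cells as replicates, and here libraries are the replicates (2 per group). FindMarkers, run over cells, was 1 of the alternatives set before the data were examined. No cause of a difference is offered.

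The paper names 342 memory B cells, with 26, 127, 152 and 37 in CTRL, PTT, GC and PTT+GC by the paper's count. Here, the naming steps had no rule for memory-like cells, so no count of them can be set beside the paper's. No alternative was run for it. The larger of the 2 sub-clusters with T cell genes held 353 cells, with 24, 127, 164 and 38 in the same order. Of these, 93.8% were called doublets.

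For PTT vs CTRL, the paper gives 73 genes higher and 81 lower, and edgeR's quasi-likelihood test gave 29 and 49. Of the alternatives set before the data were examined, 4 did not differ from the paper by over 1.5 times, the limit used for all counts in this part: no low-count filter (55 and 55), the replicate block (95 and 100), removal of barcodes with T cell UMIs (70 and 98) and FindMarkers (74 and 81). The other 14 differed, with 1 to 374 genes higher. For GC vs CTRL, the paper gives 233 and 308, and edgeR gave 687 and 1000. Thinned counts (268 and 447) and FindMarkers (233 and 300) did not differ, and 16 alternatives did, with 12 to 1072 higher and 11 to 1162 lower. For PTT+GC vs CTRL, the paper gives 264 and 327, and edgeR gave 653 and 873. Thinned counts (237 and 340), the model with only the 4 libraries (349 and 358) and FindMarkers (261 and 318) did not differ, and 15 alternatives did, with 33 to 833 higher and 22 to 1037 lower.

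The sizes of the sets of genes shared between comparisons also differed. In the paper, Set0, Set1, Set3 and Set4 of higher genes hold 5, 59, 54 and 90 genes, and Set2 about 110 in Fig. 3A, read by eye. By edgeR they held 0, 26, 240, 209 and, for Set2, 418. For Set0, the count at an unadjusted p under 0.05 was not computed. FindMarkers gave 5, 60, 56, 89 and, for Set2, 110, none of which differed. The paper's Set0 to Set4 of lower genes hold 4, 72, 173, 60 and 80 genes, against 1, 45, 612, 341 and 215 by edgeR and 4, 73, 166, 59 and 77 by FindMarkers, none of which differed. For Set1, leaving out PTT+GC library 2 (53 higher, 69 lower) did not differ either, and the other 8 alternatives did, with 1 to 215 higher and 0 to 264 lower. The definition of Set0 was first coded wrongly here, as genes shared by PTT and PTT+GC, and was corrected after the values were seen.

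Several statements of the paper about genes, rankings or directions were not met by the test over libraries. Each treatment is said to raise the share of B cells. The log2 fold changes were 1.42, 1.76 and 0.68 in PTT, GC and PTT+GC, none called, and all 3 were called only without CTRL library 2. Of the 2 PTT+GC libraries, 1 was above both CTRL libraries. The paper finds no clearly defined plasma cells, and here 21 cells were plasma-like.

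Of the 25 genes of Figure S3D, all were higher in PTT+GC vs CTRL and 17 were called. Those not called were Ctss, Nedd8, Tmsb4x, Dynll1, Eef1d, Erp29, Mef2c and Psme2. FindMarkers called all 25, and Psme2 was also called with the marker gate and in naive-like cells alone. The paper gives these genes as specific to PTT+GC. For GC vs CTRL, edgeR called 9 of them (Ifit3, Isg15, Xaf1, Ddx58, Rnf213, Trim12c, Pecam1, Casp8 and Tapbp), and FindMarkers called 0. Of the 20 genes of Figure S4D, all were lower in PTT+GC vs CTRL and 12 were called, against 19 by FindMarkers. Those not called were Calr, Cct2, Cct7, Eif5b, Rcc2, Serbp1, Emp3 and Dusp5. FindMarkers called all of these but Emp3. Other settings called Cct2 (without CTRL library 1), Cct7 (naive-like cells), Rcc2 (replicate block, without CTRL library 1, naive-like cells), Emp3 (marker gate, T cell UMIs removed, naive-like cells) and Dusp5 (these 3 and without PTT+GC library 2).

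Of the 8 genes that the paper names as higher in PTT+GC than in GC within some B cell states, here tested over all B-like cells, all were higher and 4 were called. Bst2 (0.91 on the log2 scale) was called with the replicate block, without either GC library, without doublets, in naive-like cells and by FindMarkers. Ifi209 (0.69) was called with the replicate block and by FindMarkers, and Cxcr4 (0.80) with the replicate block, in naive-like cells and by FindMarkers. No alternative called H2-Aa (0.34).

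The paper reports Cd40 as raised in B cells of GC and PTT+GC. The log2 fold changes were 0.01 and 0.39, called by neither edgeR, DESeq2 nor FindMarkers. Without CTRL library 2, they were 1.13 and 1.49, where the reference is CTRL library 1 alone, with 2 UMIs of Cd40. Cd274 is described as lowered by both. It was lower in both, and called in GC (-0.90) but not in PTT+GC (-0.52). Cd40lg is described as selective for PTT+GC. It was higher in GC as well (1.40, called by DESeq2 at 1.38 and not by edgeR), and the difference between PTT+GC and GC was 0.23, not called.

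At the level of pathways, the gene lists here are others than the paper's. TNFα signaling is reported as raised. The paper's gene set for it was not used here, so that statement was not tested. Immediate early genes, a separate list, were higher with each treatment, with a mean log2 CPM of 7.31 in CTRL, 7.91 in PTT, 8.35 in GC and 8.11 in PTT+GC. The NF-κB feedback list was lower, with medians of -0.17, -0.28 and -0.38 on the log2 scale in PTT, GC and PTT+GC (camera, adjusted p = 0.202, 0.165 and 0.0424). In PTT+GC, 2 of its 19 genes were higher. This direction rests on CTRL library 2: without it, the medians were 0.67, 0.33 and 0.36, and none was called (adjusted p = 0.183, 0.700 and 0.835). With hallmark sets, interferon α signaling is given as unique to PTT+GC, though the paper also reports it in GC from another collection. The separate type I interferon list was also higher in GC (median 1.15, 39 of 44 genes higher, adjusted p = 5.29e-09 from camera). The paper groups GC with PTT+GC for lower G2M checkpoint genes. For the cell cycle list in GC, camera gave a downward direction at an adjusted p of 0.649 and a median of 0.08. Antigen presentation is reported for GC. The MHC class II list was not called, with 3 of 12 genes higher (median -0.17, and -0.04 without CTRL library 2, where camera gave an upward direction at an adjusted p of 0.684), and the MHC class I list had 21 of 21. For the lower genes of Set4, the paper describes a decline from CTRL through PTT and GC to PTT+GC. Over the genes of this set by edgeR, the scores were 0.51 in PTT and 0.42 in GC against 0.11 in CTRL, whose libraries stood at -0.70 and 0.92. Over the set by FindMarkers, they were 0.25, 0.35, -0.05 and -0.55 in CTRL, PTT, GC and PTT+GC, with GC below CTRL and PTT above it.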

Other observations

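The tests of explanations in this part were chosen after the result was seen, except those for barcodes of B and T cells together, for a library-wide shift of interferon genes and for the minimum of 800 genes, which were set before. The rule for calling doublets, used for barcodes of B and T cells, was set after Scrublet's own count was seen.

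The 2 libraries of CTRL and of PTT+GC differed in B cell share, at 0.220% and 10.6% and at 16.8% and 0.541%. With a minimum of 200 genes per cell, the difference between treated and CTRL libraries was 8.18 percentage points, against 8.43 with 800, which argues against the minimum as its source. A swap of labels between a library with GC and one without is argued against by the heat shock list in T-like cells, whose lowest value without GC was 8.23 (mean log2 CPM) and highest with GC 7.76, so no library was out of place. Lymphoid tissue in some samples is a candidate explanation. Over the 8 libraries, the B cell share went with a naive T-like cluster among the other cells (r = 0.762, permutation p = 0.0289, adjusted p = 0.164; Spearman's rho 0.595, adjusted p = 0.459), with r = 0.713 without the 2 libraries farthest from the median share. It went most with cluster 17, a small cluster without a name (r = 0.834, adjusted p = 0.00422; rho 0.922, adjusted p = 0.0455; r = 0.736 without these 2), and inversely with cluster 8 (r = -0.805, adjusted p = 0.140). Sampled tissue and recruitment of B cells cannot be told apart, since no tissue image or lymph node library was used here, and the largest correlations were picked from 17 clusters.

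Of the B-like barcodes, 787 held at least 2 UMIs of 6 T cell genes, and 56.5% of these were called doublets, against 0.371% of the other 5117. Their median of UMIs was 9563, against 5411. Doublets of B and T cells, or T cell RNA, may account for the T cell transcripts. This list was higher in PTT and GC (medians 0.57 and 0.98 on the log2 scale, adjusted p = 6.92e-06 and 2.54e-06 from camera, 18 and 19 of 20 genes higher), not in PTT+GC (-0.02, 0.649), and lower in PTT+GC vs GC (-0.65, 4.39e-20) and in the interaction (-1.43, 8.97e-21). Il17a was counted 68 times in B-like barcodes of GC, and 63.2% of these UMIs were in barcodes with T cell transcripts or called doublets, which made up 17.6% of the GC barcodes. T cell RNA or doublets may account for most of its counts, and the rest stays open.

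Without doublets, component 1 of B-like cells separated libraries with GC from those without by 4.69, and by 0.32 with them, so barcodes of B and T cells may have hidden this axis. Without doublets and without immediate early and heat shock genes it was 4.45, which argues against these genes as its only source. All 4 libraries with GC lay above all 4 without.

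A sub-cluster of 21 plasma-like cells held 98.9% of the Jchain UMIs of B-like cells. A few such cells may account for the differences in Jchain between groups. The plasma cell list was higher in PTT, GC and PTT+GC (medians 0.61, 0.74 and 0.88, adjusted p = 0.0618, 0.0583 and 0.00187 from camera). In PTT+GC vs GC camera gave an upward direction at an adjusted p of 0.0259 with a median of -0.23, as its genes went both ways, and in the interaction 0.965 with -0.68.

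Type I interferon genes were higher in PTT+GC than in GC in T-like cells too, by a median of 0.58 for the paper's list, against 0.91 in B-like cells. A response shared by cell types, free RNA and a library-wide shift cannot be told apart, since each would raise these genes in all cells of the same libraries.

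The lists for other cells found in B-like cells had these medians. Granulocyte transcripts were higher in PTT+GC (3.18, adjusted p = 1.86e-05 from camera) and in PTT+GC vs GC (3.37, 1.26e-26, 5 of 7 called), and in PTT camera gave 0.965 with a median of 0.43. Tumor epithelium transcripts were lower in GC (-1.26, 0.0473) and higher in PTT+GC (2.84, 0.000284), in PTT+GC vs GC (3.66, 6.06e-34) and in the interaction (4.22, 6.73e-09). Macrophage transcripts were lower in GC (-0.41, 0.0349), and not called in PTT+GC (-0.44, 0.187) or in PTT+GC vs GC (-0.09, 0.511). Csn3 rose in PTT+GC vs GC by 5.61 in B-like, 7.10 in T-like and 6.30 in NK-like cells.

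Whether replicate numbers pair libraries across treatments stays open. Over 2290 genes in B-like cells, the difference between library 1 and 2 correlated at 0.160, 0.07 and 0.02 between CTRL and PTT, GC and PTT+GC. It correlated at 0.569 between PTT and GC, and at -0.03 and 0.03 between PTT+GC and these. The low values all involve CTRL or PTT+GC, where 1 library held 14 or 35 B-like cells, so they cannot exclude a shared replicate factor.

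Cluster 2, left without a name, made up 20.9%, 10.0%, 7.53% and 3.96% of the cells in CTRL, PTT, GC and PTT+GC. Cluster 17, with germinal-centre genes, held 3, 17, 28 and 3 cells in the same order. The paper does not report either.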
